# Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells

**DOI:** 10.1371/journal.pone.0266966

**Published:** 2022-04-29

**Authors:** Mina Baek, Jin Choul Chai, Hae In Choi, Eunyoung Yoo, Bert Binas, Young Seek Lee, Kyoung Hwa Jung, Young Gyu Chai

## Abstract

Hepatocellular carcinoma (HCC) is the most common primary liver cancer and poor prognosis. Emerging evidence suggests that epigenetic alterations play a crucial role in HCC, suggesting epigenetic inhibition as a promising therapeutic approach. Indeed, the bromodomain and extra-terminal (BET) inhibitors inhibit the proliferation and invasion of various cancers but still lack a strong mechanistic rationale. Here, we identified the differentially expressed mRNAs (DEmRNAs) and lncRNAs (DElncRNAs) in human HCC cell line HepG2 treated with the BET inhibitors, JQ1, OTX015, or ABBV-075. We analyzed the correlation between DEmRNAs and DElncRNAs in common for the three inhibitors based on their expression profiles and performed functional annotation pathway enrichment analysis. Most of these shared DEmRNAs and DElncRNAs, including some novel transcripts, were downregulated, indicating decreased proliferation/adhesion and increased apoptosis/inflammation. Our study suggests that BET proteins play a crucial role in regulating cancer progression-related genes and provide a valuable resource for novel putative biomarkers and therapeutic targets in HCC.

## Introduction

Hepatocellular carcinoma (HCC) is the most common primary liver cancer [1]. Chronic liver disease and cirrhosis are the most important risk factors for developing HCC. Emerging evidence suggests that the accumulation of genetic and epigenetic aberrations is associated with the initiation and progression of HCC. The multi-targeted tyrosine kinase inhibitor sorafenib is currently being used as the first-line treatment for HCC [2–4].

The bromodomain and extra-terminal (BET) family of epigenetic reader proteins is comprised of bromodomain-containing protein 2 (BRD2), BRD3, BRD4 and BRDT that bind to acetylated residues on histones and transcription factors in the enhancer or promoter region of genes [5]. BET family proteins regulate the expression of oncogenes and have become potential therapeutic targets for cancer [6, 7]. Indeed, BET inhibitors, such as JQ1, OTX015, I-BET151, and ABBV-075 inhibit the proliferation and invasion of a range of cancers [8]. JQ1 has been extensively studied as the first identified BET inhibitor, and JQ1 treatment significantly reduces cell proliferation and induces apoptosis in several cancer types. In the case of HCC, JQ1 suppresses HCC tumorigenesis by reducing the expression of active-enhancer-related genes such as the oncogene c-MYC and the cell cycle regulatory molecule E2F2 [9–11]. OTX015 was the first BET inhibitor to be tested in a clinical trial. It exhibited antitumor activity against leukemia, lymphoma, nuclear protein in testis (NUT) carcinoma, and other solid cancers [12–14]. ABBV-075, a recently developed oral pan-BET inhibitor, has been reported to induce apoptosis and tumor regression in several hematological and solid cancer types [15].

Long non-coding RNAs (lncRNAs) are RNA transcripts longer than 200 nucleotides that are not translated into proteins [16]. They play crucial roles in gene regulation, including chromatin remodeling, transcription, and post-transcriptional regulation [17]. Importantly, lncRNAs are emerging as key regulators of cancer signaling [18]; they are aberrantly expressed in various cancers and play critical roles in tumor initiation, progression, and metastasis, suggesting clinical potential as biomarkers and therapeutic targets [19–21]. To date, a total of 74 lncRNAs have been reported to be involved in HCC, including *HULC* [22], *ATB* [23], *HOTTIP* [24], *HOTAIR* [25], and *ZEB1-AS1* [26], the expression of which is deregulated in HCC [27]. HCC-associated lncRNAs are significantly associated with tumor clinicopathological and metastatic features and can have either oncogenic or tumor-suppressive properties. They also affect several cancer phenotypes by altering miRNA and mRNA expression and stability [27, 28].

The present study performed a comprehensive analysis of mRNA and lncRNAs expression profiles of BET inhibitor-treated human HCC cell line HepG2 using RNA sequencing (RNA-Seq). We identified differentially expressed mRNAs (DEmRNAs) and lncRNAs (DElncRNAs) and analyzed the correlation between DEmRNAs and DElncRNAs. By focusing on the transcripts commonly up- and downregulated by JQ1, OTX015, and ABBV-075, we identified potentially significant transcripts for HCC progression, including some novel DEmRNAs and DElncRNAs.

## Materials and methods

### Cell culture and treatment

HCC cell lines HepG2 and Huh7 were purchased from Korean Cell Line Bank (Seoul, Korea). The cells were cultured in MEM containing 10% heat-inactivated FBS, penicillin, and streptomycin (Thermo Fisher Scientific, Waltham, MA, USA). They were maintained at 37°C in a humidified atmosphere with 95% air/5% CO_2_. The BET inhibitors, JQ1, OTX015, and ABBV-075, were purchased from Tocris Bioscience (Minneapolis, MN, USA). They were dissolved in dimethyl sulfoxide (DMSO) at a stock concentration of 10 mM and stored at -20°C. The cells were treated with various concentrations (50 nM, 500 nM, and 5μM) of JQ1, OTX015, or ABBV-075 for different durations (12 h and 24 h).

### Cell viability assay

Cell viability was examined using a PreMix water-soluble tetrazolium-1 (WST-1) cell proliferation assay kit (Takara, Shiga, Japan). The HepG2 cells were seeded at a density of 5 x 10^3^ per well in 96-well plates and treated with JQ1, OTX015, or ABBV-075 for 0 to 24 h. Thereafter, PreMix WST-1 was added to each well and the incubation was continued at 37°C for another 4 h. Absorbance was measured using a microplate reader at 450 nm. The data represent three independent experiments (n = 3).

### RNA library preparation and RNA-seq

Total RNA was extracted from 4 groups (12 independent samples) samples. Experimental triplicates of HepG2 cells were treated with DMSO (3 samples), 5 μM JQ1 (3 samples), or 5 μM OTX015 (3 samples) for 24 h or with 50 nM ABBV-075 (3 samples) for 12 h. The RNA library was created as previously described [29]. Briefly, total RNA was extracted using RNAiso Plus (Takara, Shiga, Japan) and the RNeasy Mini Kit (QIAGEN Inc., Hilden, Germany) according to the manufacturer’s instructions. Ribosomal RNA (rRNA) was depleted using RiboMinus Eukaryote kit (Invitrogen, Carlsbad, CA, USA). RNA libraries were created using the NEBNext Ultra Directional RNA Library Preparation Kit for Illumina (New England BioLabs, Ipswich, MA, USA). Transcriptome sequencing was performed using the Illumina HiSeq2500 platform (Macrogen, Seoul, Korea).

### Differentially expressed mRNAs and lncRNAs analysis

The DEmRNAs and DElncRNAs were analyzed following a previously reported pipeline [30]. Briefly, the FASTQC file was checked for quality control, and adapters and low-quality bases were removed using Trimmomatic [31]. The FASTQ files were aligned to the *Homo sapiens* reference sequence GRCh38 using STAR (version 2.7.1) software [32]. DESeq2 [33] was used with the default parameters to obtain DEmRNAs and DElncRNAs. DESeq2 used the median method to normalize sequencing depth and RNA composition. Fold change in expression ≥ 1.5 log_2_ and adjusted *p*-value (*p*adj) ≤ 0.05 were used as the criteria to define DEmRNAs and DElncRNAs. The RNA-seq data were deposited in the Gene Expression Omnibus database under dataset accession numbers GSE158552 and GSE189376.

### Correlation analysis

The Pearson correlation coefficient (PCC) and *R* value were calculated to assess the similarity of the gene expression profiles. Then the correlation coefficients between DEmRNAs and DElncRNAs were weighted by a power function. We selected the PCC greater than 0.8 as the meaningful value.

### Functional annotation and canonical pathway analysis

Database for Annotation, Visualization, and Integrated Discovery (DAVID version 6.8, http://david.abcc.ncifcrf.gov/home.jsp) was used to determine functions most significantly enriched in the genes in the datasets [34]. DAVID uses a modified Fisher’s exact *p-*value to examine gene ontology (GO) enrichment. A *p-*value ≤ 0.05 was used as the criterion for GO term analysis. Values less than 0.05 are considered to indicate enrichment in the annotation category. KEGG Orthology-Based Annotation System (KOBAS version 3.0, http://kobas.cbi.pku.edu.cn/) was used to analyze the annotation and identification of enriched KEGG pathways [35]. All DEmRNAs were subjected to Gene-list Enrichment analysis under default conditions. Enriched *p*-value ≤ 0.05 was used as the criterion for KOBAS. Genomic Regions Enrichment of Annotations Tool (GREAT) was used for functional annotation analysis of DElncRNAs [36]. GREAT analyzes the annotations of nearby genes to assign biological associations to sets of non-coding genomic regions. GREAT analysis was performed by submitting the chromosomal locations of differentially expressed DElncRNAs to the website http://bejerano.stanford.edu/great/public/html/. A *p*-value ≤ 0.05 was used as the criterion for GREAT analysis. Gene Set Enrichment Analysis (GSEA) software (http://www.broad.mit.edu/gsea/msigdb/) was used to analyze the biological processes of statistically significant gene sets [37]. All DEmRNAs with normalized counts were submitted to the GSEA and analyzed with gene symbol annotation in default conditions. GSEA calculated a normalized enrichment score (NES) for the expression level of each gene set. A *p*-value ≤ 0.05 was used as the criterion for GSEA. Each of these genes was mapped to objects by Ingenuity Pathway Analysis [38] (IPA; QIAGEN Inc., Hilden, Germany, https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). IPA software conducts functional analysis to show genes involved in biological functions and disease.

### Total RNA extraction and quantitative RT-PCR

Total RNA extractions and cDNA sample preparation were performed using Takara’s kits according to the manufacture’s instruction (Takara, Shiga, Japan). Quantitative reverse transcription PCR (qRT-PCR) was performed using an ABI 7500 real-time PCR system (Applied Biosystems Inc., Foster City, CA, USA). The critical threshold (ΔCT) values were normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) expression for mRNAs and U6 for lncRNAs, which served as an internal control. The results were also analyzed using the comparative critical threshold (ΔΔCT) method. Specific primers were designed using Primer Bank (http://pga.mgh.harvard.edu/primerbank/index.html). The primers for qRT-PCR are listed in the S1 Table.

### Statistical analyses

The statistical analyses were performed using IBM SPSS Statistics ver. 26.0 (IBM Corporation, Armonk, NY, USA). All data are expressed as the mean ± standard deviation (SD). All qRT-PCR data were tested using one-way ANOVA followed by Tukey’s honestly significant difference (HSD) post hoc test. Differences for which p < 0.05 were considered significant.

## Results

### Effects of BET inhibitor on HCC cell line HepG2

The flowchart for the comprehensive analysis of DEmRNAs and DElncRNAs is shown in Fig 1. We first determined the optimal experimental conditions for transcriptional profiling. We have previously shown with EdU incorporation assays that BET inhibitors reduce HepG2 cell proliferation [39]. We now examined their effects on cell viability at various concentrations (50 nM, 500 nM, and 5 μM) and time points (12 h and 24 h). JQ1, OTX015, and ABBV-075 significantly reduced cell proliferation in a dose-dependent manner after 12 h and 24 h (S1 Fig). However, ABBV-075 was effective earlier and at a lower concentration than the other two inhibitors for a given degree of inhibition. For the gene expression profiling, the HepG2 cells were therefore treated with 5 μM of JQ1 or OTX015 for 24 h, but with 50 nM of ABBV-075 for 12 h.

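In HepG2 cells, a human liver cancer cell line, the ABBV-075 treatment of 50 nM for 12 h was sequenced in 3 libraries, beside 3 libraries of cells given the solvent DMSO. Ribosomal RNA was depleted before library construction, and the libraries kept the strand of each transcript. The authors trimmed the reads with Trimmomatic, aligned them to GRCh38 with STAR and deposited the number of reads counted on each of 26475 gene symbols, without normalization. The counts on the strand of the gene were used here, which held between 98.3% and 98.5% of the reads that the counting assigned to a gene on either strand. Between 3706857 and 4304103 reads per DMSO library were counted on genes, with a median of 4053071. For the ABBV-075 libraries the range was 3351138 to 4082506, with a median of 3453110. Across the 24 libraries of the series, reads on genes made up 12% to 16.8% of all reads, and the 10 genes with the most counts took 22.7% to 32.2% of the reads on genes. A group whose libraries all had 3 counts or fewer for a gene was treated as being at the floor of detection, which covers counting error only because the reads carry no molecular identifiers. Levels are given as CPM, the counts scaled by edgeR to the size of each library after TMM normalization, as the mean and SD over 3 libraries. Each symbol was paired with the GENCODE annotation of GRCh38 for its position and its class, and 3749 of the symbols were lncRNAs.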

**Fig 1:**
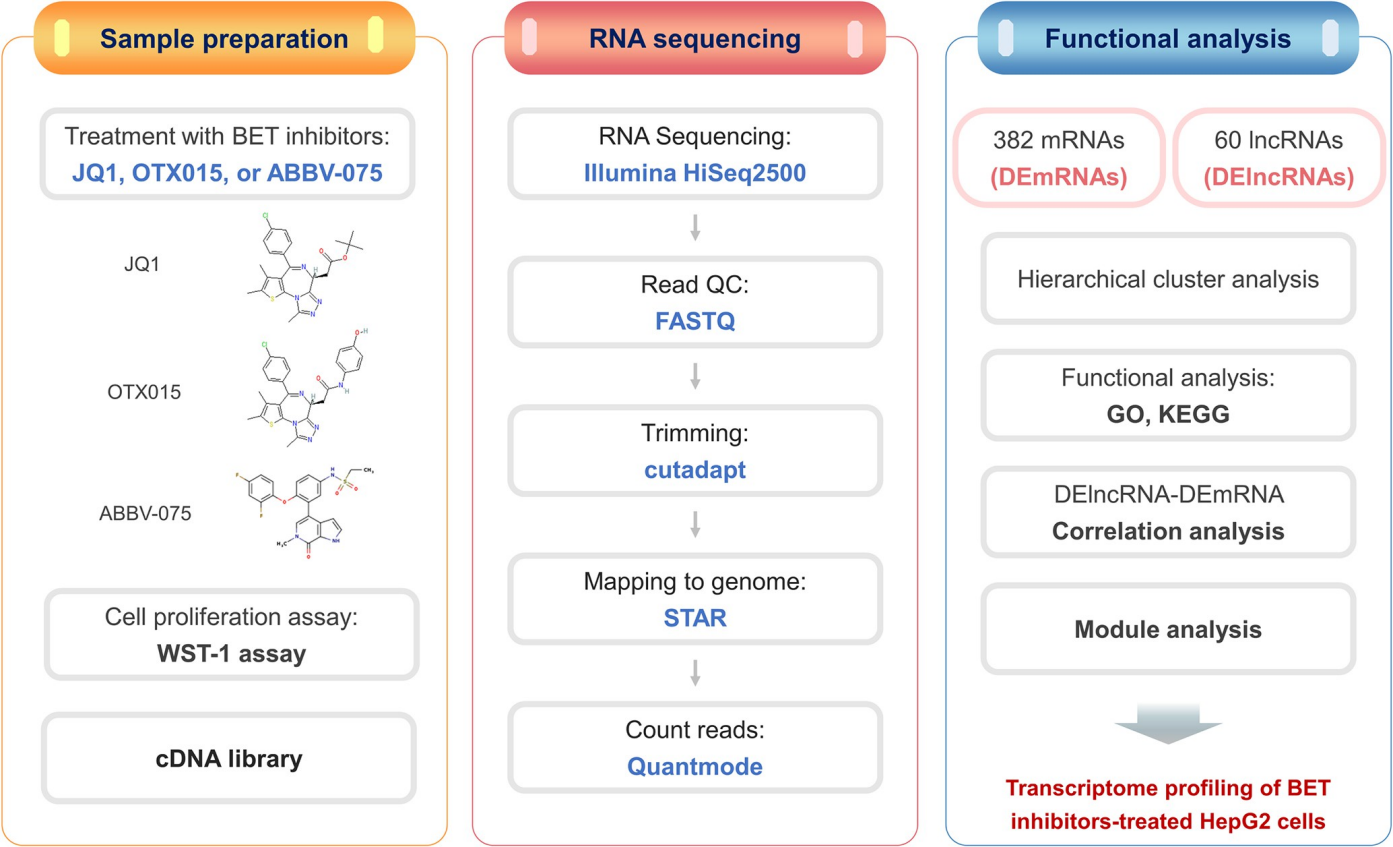
Flow chart of bioinformatics analysis of DEmRNAs and DElncRNAs. DEmRNAs; differentially expressed mRNAs, DElncRNAs; differentially expressed lncRNAs, GO; gene ontology, KEGG; kyoto encyclopedia of genes and genomes.

### Identification of differentially expressed mRNAs (DEmRNAs) and lncRNAs (DElncRNAs) in BET inhibitor-treated HepG2 cells

Following cDNA library construction and RNA sequencing (RNA-seq), the DEmRNAs (Fig 2A) and DElncRNAs (Fig 2B) were selected with a cutoff of log_2_ fold change ≥ 1.5, log_2_ fold change ≤ -1.5, and *p*adj ≤ 0.05. In the JQ1-treated HepG2 cells, a total of 632 DEmRNAs (including 144 upregulated and 488 downregulated) and 105 DElncRNAs (including 34 upregulated and 71 downregulated) were identified. In the OTX015-treated HepG2 cells, a total of 551 DEmRNAs (including 139 upregulated and 412 downregulated) and 94 DElncRNAs (including 25 upregulated and 69 downregulated) were identified. 

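Of the genes in the files, 11244 had enough counts for edgeR's filterByExpr and were compared between 3 ABBV-075 libraries and 3 DMSO libraries. With edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment and the thresholds of the paper (absolute log2 fold change of at least 1.5, adjusted p of at most 0.05), 481 genes were differentially expressed, 122 of them upregulated and 359 downregulated. Counting every gene that is not annotated as a lncRNA as an mRNA, as the S6 Table does, there were 115 upregulated and 341 downregulated DEmRNAs. Among the 346 lncRNAs tested, 7 were upregulated and 18 were downregulated. In 477 of the 481 genes every library of one group lay above every library of the other. Chance gives this for 10% of genes that were not selected, whereas these genes were selected for their difference between the same libraries. The largest increases among genes with a mean of at least 1 log2 CPM and groups that did not overlap were those of EFR3B (log2 fold change 4.22, standard error 0.22, adjusted p = 1.97e-07), PLIN5 (log2 fold change 2.86) and DHRS2. The largest decreases were those of SLC17A2 (log2 fold change -5.7, standard error 0.64, adjusted p = 4.73e-05), FUT6 and SLC51B (log2 fold change -4.63). In the ABBV-075 libraries SLC17A2 and SLC51B were at the floor, so that their levels were at least 7.04-fold and at least 10.7-fold lower. The number of upregulated DEmRNAs moved most without ABBV-075 replicate 3, to 224, and the other three numbers moved most with the filter on low counts. Without this filter there were 178 upregulated and 512 downregulated DEmRNAs and 12 upregulated and 55 downregulated DElncRNAs. With at least 10 counts required in every library, which also takes out genes that ABBV-075 lowered to fewer counts, 68 and 158 DEmRNAs and 2 and 1 DElncRNAs were left. Replicate numbers were not used as pairs, because libraries with the same number in both groups had a correlation of -0.06 across genes after the group means were subtracted. With the replicate number as a block, 106 upregulated and 344 downregulated DEmRNAs and 7 upregulated and 18 downregulated DElncRNAs passed. A correction for the GC content of the genes, chosen after the data were seen, left 71 of the 122 upregulated and 300 of the 359 downregulated genes past the thresholds.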

In the ABBV-075-treated HepG2 cells, 793 DEmRNAs (including 188 upregulated and 605 downregulated) and 116 DElncRNAs (including 36 upregulated and 80 downregulated) were identified. For all BET inhibitor-treated cells, the up- and downregulated DEmRNAs and DElncRNAs are listed in S2–S7 Tables, respectively. 

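The genes listed for ABBV-075 in the S6 and S7 Tables were looked up in the comparison of the ABBV-075 and DMSO libraries. Of the 50 downregulated DEmRNAs listed, 45 were in the files and 14 had enough counts to be tested. All 14 were lower with ABBV-075, with a median log2 fold change of -3.97 (from -5.7 to -1.36), and 13 passed the thresholds. The paper's median for those genes is -4.55. Of the 50 upregulated DEmRNAs listed, 37 were in the files and 6 were tested, all of which were higher and passed, with a median log2 fold change of 3.54 against the paper's 3.65. The S7 Table lists 50 downregulated DElncRNAs, of which 22 were in the files and 8 were tested. All 8 were lower (median log2 fold change -2.25, the paper's -3) and 6 passed. Of the 36 upregulated DElncRNAs listed, 12 were in the files and 4 were tested, all higher (median log2 fold change 1.56, the paper's 2.15), and 3 passed. Adjusted over each list alone, the numbers of genes that passed did not change, which shows no stability because the lists are the paper's own calls with ABBV-075. The paper does not say from which of its deposited series the DMSO libraries for these calls were taken. Some listed genes were not in the files, and others had too few counts to be tested. Without the filter on low counts, 112 of the listed genes were tested, and 78 of them passed in place of 28.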

382 DEmRNAs and 60 DElncRNAs were common for all three inhibitors (S8 and S9 Tables, respectively). The top 50 up- and downregulated DEmRNAs and DElncRNAs are shown as heat maps in Fig 2.

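For the genes common to the 3 inhibitors, the ABBV-075 libraries give the following changes against DMSO. These genes are the paper's own calls, with ABBV-075 among the inhibitors, so a shared direction follows in large part from their selection. Of the 50 downregulated DEmRNAs shown in the S8 Table, 48 were in the files and 29 were tested, and all 29 were lower with a median log2 fold change of -3.39. Past the thresholds were 27 of them. Among the 50 upregulated DEmRNAs of that table, 22 of the 44 found in the files were tested, all were higher (median log2 fold change 2.18) and 20 passed. The S9 Table lists 41 downregulated and 19 upregulated DElncRNAs. Of the downregulated lncRNAs 9 were tested, all lower (from -3.31 to -1.10 in log2 fold change), and 6 passed. Of the upregulated lncRNAs 3 were tested, all higher (from 1.51 to 2.23), and all 3 passed. The other two inhibitors' libraries were not analysed here.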

**Fig 2:**
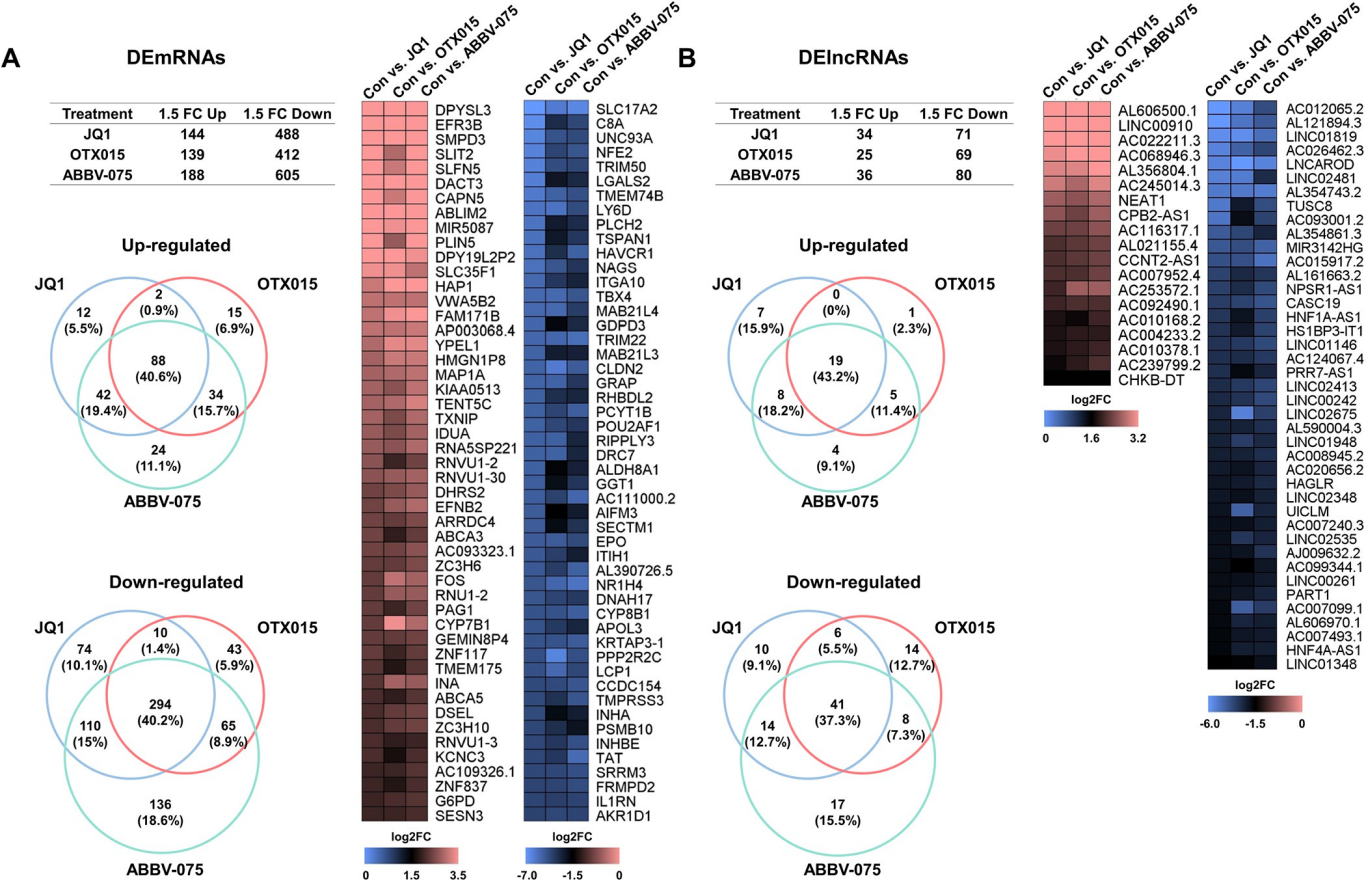
Identification of DEmRNAs and DElncRNAs.

The expression profiles of DEmRNAs and DElncRNAs in HepG2 cells treated with JQ1 or OTX015 for 24 h, or with ABBV-075 for 12 h. The Table displays the number of up- and downregulated DEmRNAs (A) and DElncRNAs (B) of BET inhibitor-treated HepG2 cells. The Venn diagrams show the numbers of overlapping up- and downregulated DEmRNAs (A) and DElncRNAs (B). The heat maps represent the top 50 up- and downregulated DEmRNAs (A) and DElncRNAs (B) (log_2_ fold change ≥ 1.5, log_2_ fold change ≤ -1.5, and *p*adj ≤ 0.05). The color scales represent the log_2_ fold change values. Red cells indicate upregulated genes, blue cells indicate downregulated genes. Each experiment was performed in experimental triplicates (n = 3) for each condition, and the results were individually combined. In the BET inhibitor-treated HepG2 cells, 382 DEmRNAs and 60 DElncRNAs were identified in common.

### Functional annotation and pathway enrichment analysis of commonly expressed DEmRNAs and DElncRNAs treated with BET inhibitors

We performed GO and KEGG pathway analysis to explore the functional classification and pathway enrichment of DEmRNAs and DElncRNAs commonly up- and downregulated in response to BET inhibitor treatment. GO term analysis categorized the results into the biological process (BP), cellular component (CC), and molecular function (MF) (Fig 3A). Functional annotation analysis of DEmRNAs using DAVID revealed that the most enriched GO terms in the BP category were mainly associated with redox processes, cell adhesion, transmembrane transport, lipid metabolism, and metabolic processes. In CC categories, the DEmRNAs were most enriched in extracellular exosome, extracellular region, an integral component of the plasma membrane, and cytoskeleton. In MF categories, the most significant terms were related to receptor binding, oxidoreductase activity, cytokine activity, transporter activity, and hormone activity. The KEGG pathway analysis for up- and downregulated genes was performed using KOBAS 3.0. The KEGG pathway results (Fig 3B) found primary bile acid biosynthesis, phenylalanine metabolism, taurine, and hypotaurine metabolism, tyrosine metabolism, and maturity-onset diabetes of the young, suggesting that most enriched KEGG pathways were mainly involved in metabolic pathways. We also performed GSEA of DEmRNAs commonly up- and downregulated in response to BET inhibitor treatment (S2A Fig). The degree of enrichment gene sets is shown as a normalized enrichment score (NES). Positive and negative NES values indicate enrichment at the top and bottom of the ranked gene set, respectively. The GSEA approach gave similar results as the GO analysis using DAVID, and the most enriched GO terms were mainly related to metabolic processes. 

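The distance of the 60 common DElncRNAs to the nearest transcription start site of a protein-coding gene was measured in the GENCODE annotation of GRCh38, where 58 of them have a position. From the midpoint of the lncRNA gene, the median distance was 35672.5 bp, against 42229 bp for the other 18808 annotated lncRNA genes. These medians did not differ by more than chance (two-sided permutation test with 100000 resamples, p = 0.588). Within 5000 bp of a start site lay 8 of the 58 lncRNAs (13.8%, against 16.3% of the other lncRNA genes), and 39 (67.2%) lay within 50000 bp. The result depended on the comparison group. Against 292 lncRNA genes with enough counts to be tested in the ABBV-075 and DMSO libraries (median distance 15395 bp), the common DElncRNAs lay farther from start sites (two-sided permutation test, p = 0.00362). The count filter was applied to the comparison genes alone, and of the common DElncRNAs 9 downregulated and 3 upregulated ones passed it. The test therefore cannot show whether the common DElncRNAs lie farther away than lncRNA genes with similar counts.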

Functional annotation analysis of DElncRNAs using GREAT revealed that DElncRNAs were located near the transcriptional start site, suggesting that the identified DElncRNAs could regulate protein-coding genes (S3A–S3C Fig). We also found that DElncRNAs regulated by the three BET inhibitors are enriched in a number of positive and negative biological processes, metabolic processes, and signaling pathways (S3D Fig).

**Fig 3:**
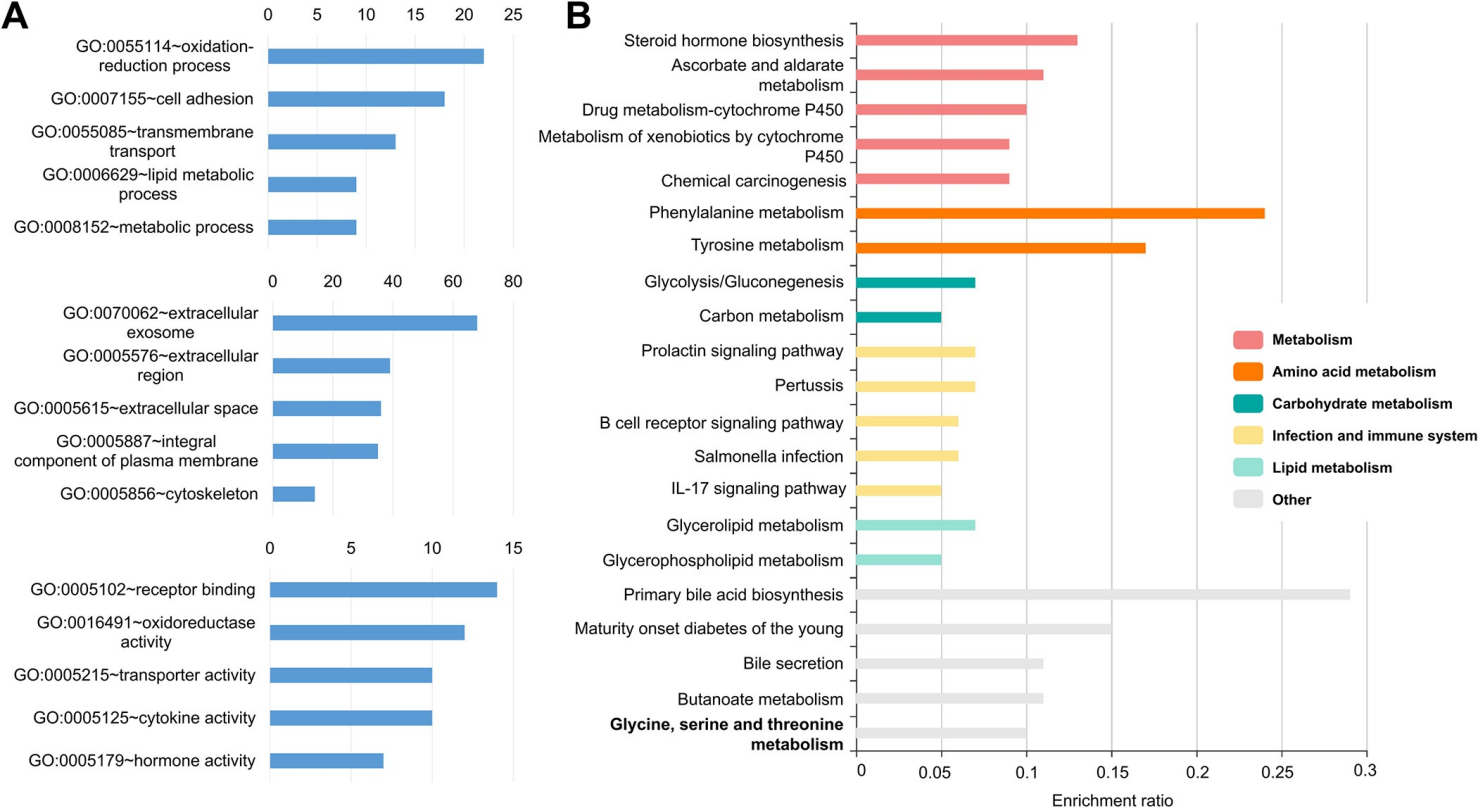
Functional annotation and pathway enrichment analysis of commonly expressed DEmRNAs treated with BET inhibitors. (A) GO term analysis of commonly expressed DEmRNAs. The numbers of genes enriched for each term are displayed for the top 5 GO terms in biological process (BP; upper panel), cellular component (CC; middle panel), and molecular function (MF; bottom panel). (B) KEGG pathway enrichment analysis of commonly expressed DEmRNAs. Each row represents an enriched function, and the length of the bar represents the enrichment ratio, which is calculated as input gene number/background gene number (KOBAS, http://kobas.cbi.pku.edu.cn). In the KOBAS algorithm, clusters are divided according to the values calculated for the enriched terms. The colors of the bars represent different clusters and show the top 5 with the highest enrichment ratios.

### Functional annotation and pathway enrichment analysis of DEmRNAs of each BET inhibitor treatment

GO term and KEGG pathway analyses were performed to functionally annotate the genes that were commonly up- and downregulated in each BET inhibitor treatment. The GO analysis revealed that the corresponding BP categories were enriched in negative regulation of cell growth, oxidation-reduction process, cellular response of heparin, and autophagic cell death (S4A–S4C Fig, upper panels). The downregulated DEmRNAs were related to biological processes such as cell adhesion, transmembrane transport, drug response, angiogenesis, and metabolism. The top 4 enriched pathways of the KEGG results are shown in the middle panels of S4 Fig. The KEGG pathway analysis revealed that the upregulated DEmRNAs were significantly enriched in ABC transporters, axon guidance, and parathyroid hormone synthesis, secretion, and action. In contrast, the downregulated DEmRNAs were enriched in metabolic pathways, PI3K-Akt signaling pathway, drug metabolism—cytochrome P450, and bile secretion. Thus, after treatment with different BET inhibitors, the commonly up- and downregulated genes were highly enriched in metabolic processes and pathways. We also performed GSEA of DEmRNAs (bottom panel of S4 Fig) and obtained similar results as in the GO analysis using DAVID, i.e., the DEmRNAs in each BET-inhibitor-treated group were positively correlated with metabolic processes. DEmRNAs in the JQ1-treated group were negatively correlated with genes involved in the regulation of catalytic activity, and the groups treated with OTX015 and ABBV-075 were negatively correlated with genes involved in the cellular response to stress and binding of protein- containing complexes, respectively.

### Analysis of correlations between DElncRNAs and DEmRNAs

Pearson correlation analysis identified 22,950 DElncRNA-DEmRNA pairs (|*r*| ≥ 0.7, *p-*value ≤ 0.05), which included 382 DEmRNAs and 60 DElncRNAs commons to all BET-treated cells. The Pearson correlation coefficient (PCC) values were visualized by a heat map (Fig 4A). Based on the DElncRNAs and correlated DEmRNAs expression patterns, the nodes and correlations were divided into two main Modules. Among the positively correlated DElncRNA-DEmRNA pairs, the large and small segments were defined as Modules 1 and 2, respectively. 

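The members of both modules, taken from the S10 and S11 Tables, were followed in the ABBV-075 and DMSO libraries. Of the 294 DEmRNAs of Module 1, 239 were tested and 238 were lower with ABBV-075. Their median log2 fold change was -2.11, with a highest value of 0.03, and 197 passed the thresholds. Of the 53 DEmRNAs of Module 2 that could be tested, out of 88, all were higher, with a median log2 fold change of 1.93 (from 0.75 to 6.60), and 40 passed. The lncRNAs of the modules are those of the S9 Table. In the modules together with their lncRNAs, 203 of 248 transcripts tested in Module 1 and 43 of 56 in Module 2 passed. With at least 10 counts required in every library these numbers were 85 of 117 and 23 of 33.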

Interestingly, the expression of both DEmRNAs and DElncRNAs were downregulated in Module 1, while in Module 2 they were both upregulated. The top 5 DElncRNA-DEmRNA pairs with positive correlation coefficients > 0.985 are shown in Fig 4B. 

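The genes of the pairs in Fig 4B were measured in the 3 ABBV-075 and 3 DMSO libraries. NR1H4 lies on chromosome 12 of GRCh38 from 100473708 to 100564414. Its level was 54.1 ± 5.55 CPM (SD, n = 3) with DMSO and 3.79 ± 1.26 CPM (SD, n = 3) with ABBV-075, a log2 fold change of -3.83 (standard error 0.22, adjusted p = 2.63e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change stayed between -4.03 and -3.62 with each library left out in turn. The mRNAs NAV2, ANG and TRIM50 had log2 fold changes of -2.91, -2.27 and -3.39, and all 3 passed the thresholds. The lncRNA CASC19 had 4 to 6 counts per DMSO library and no counts with ABBV-075, which is at least 1.35-fold lower. It had too few counts for filterByExpr, and without the filter its adjusted p was 0.00351. NEAT1, a lncRNA on chromosome 11 from 65422774 to 65445540, rose from 154 ± 16.5 to 737 ± 129 CPM (SD, n = 3 each; log2 fold change 2.23, standard error 0.14, adjusted p = 7.87e-07 from the same test). DHRS2 rose from 2150 ± 65.1 CPM (SD, n = 3) with a log2 fold change of 2.79 (standard error 0.14). NANOS1 rose by a log2 fold change of 1.27 (adjusted p = 0.00396), which is below the threshold on the fold change. LINC00910 had at most 1 count in any of the 6 libraries, so that a change was not detectable at this depth. SNORD3B-1 had no counts, and the counts leave out reads that align to several places, so its level was not measured. Because treated and control libraries form separate clusters, no correlation over all libraries was computed. After subtraction of the mean of each treatment, 3 pairs had at least 10 counts for both transcripts in some of the 24 libraries, a minimum chosen after the counts were seen. Pearson's r was -0.12 for NEAT1 and DHRS2 (permutation p = 0.796, adjusted over the 3 pairs 0.877), and Spearman's rho was -0.03 (permutation p = 0.918, adjusted 0.918). For CCNT2-AS1 and PDE6D, r was 0.04 (permutation p = 0.877, adjusted 0.877) and rho was 0.07 (permutation p = 0.767, adjusted 0.918). For CCNT2-AS1 and NANOS1, r was 0.37 (permutation p = 0.201, adjusted 0.603) and rho was 0.39 (permutation p = 0.139, adjusted 0.418). Without the 2 libraries farthest from the median of the lncRNA, r was 0.18, 0.15 and 0.37, in that order. In the 12 libraries without interferon gamma, r was 0.06, -0.38 and -0.00 (permutation p = 0.916, 0.277 and 0.983). The sign of r for the first 2 pairs thus depended on the libraries used, and r for the third pair was no longer positive. The permutation tests were two-sided, with 100000 resamples within treatments.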

The PCC values of the DElncRNA-DEmRNA pairs in Modules1 and 2 are listed in the S10 and S11 Tables, respectively.

**Fig 4:**
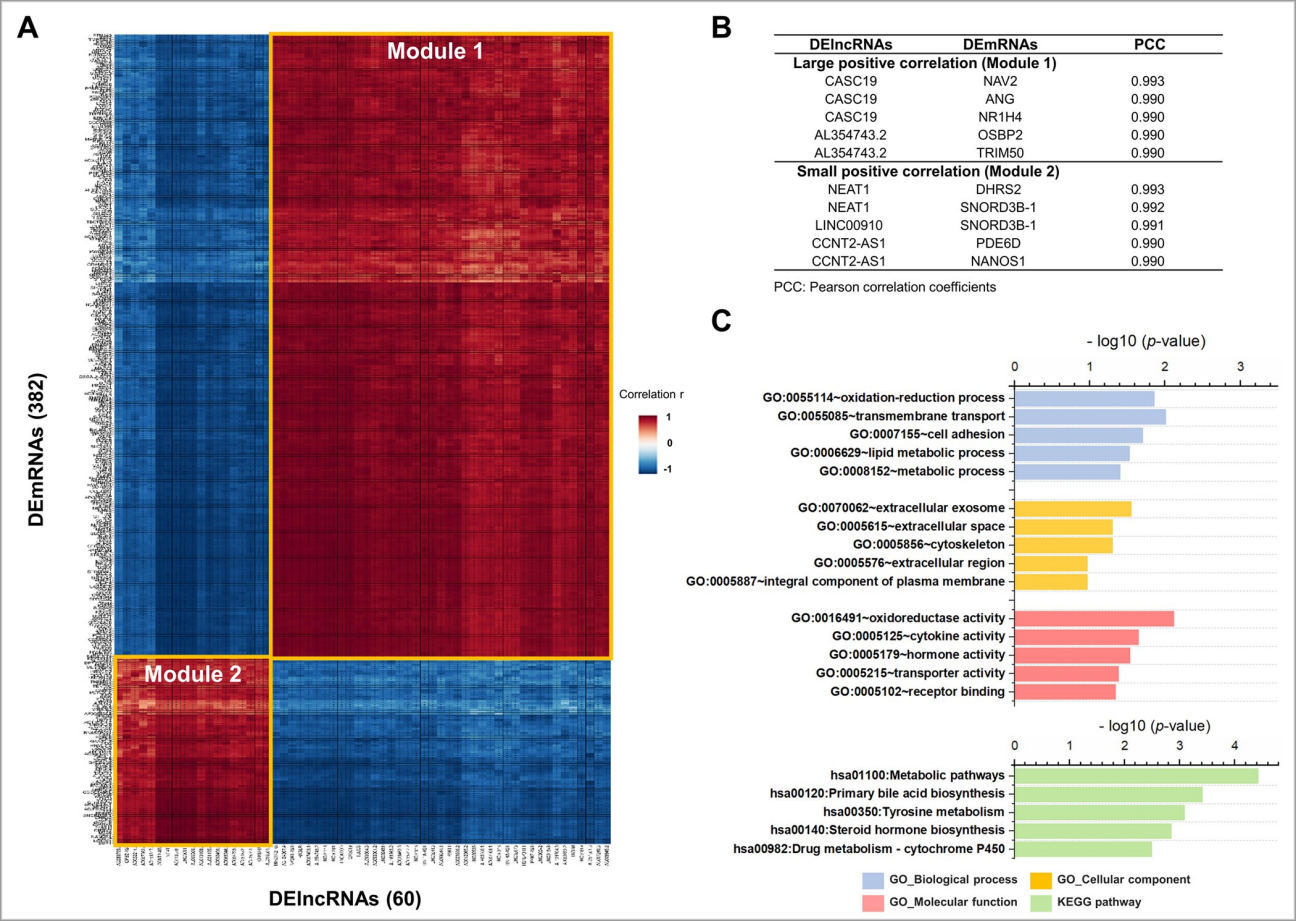
Correlation analysis and functional annotation of DEmRNAs in Module 1. (A) Correlation heat map of the DEmRNAs and DElncRNAs. The color scale shown in the heat map represents the correlation *R* values. Each row represents a DEmRNA, and each column represents a DElncRNA. Pearson correlation coefficients were calculated to determine the relationship of each lncRNA with individual mRNA. Red cells indicate a positive correlation, while blue cells indicate a negative correlation with a higher correlation indicated by higher color intensity as shown by the color scale. (B) Top 5 DElncRNA-DEmRNA pairs with correlation coefficients > 0.985 in HepG2 cells treated with JQ1, OTX015, and ABBV-075 in common. (C) The top 5 GO terms and KEGG pathways for DEmRNAs in Module 1 are shown. GO terms are divided into 3 categories (BP, CC, and MF).

### Analysis of Module 1—Functional annotation and pathway enrichment analysis

Based on the results of correlation analysis, we performed functional annotation of the DEmRNAs of Module 1. The top 5 GO terms of the BP, CC, and MF are shown in Fig 4C. In the BP categories, most enriched GO terms were related to cell adhesion, transmembrane transport, metabolic process, angiogenesis, and response to drugs, similar for each BET inhibitor treatment. In the CC categories, the DEmRNAs were most enriched in integral components of membrane and plasma membrane. In the MF categories, the most significant terms were related to receptor binding, cytokine activity, oxidoreductase activity, transporter activity, and hormone activity. The KEGG pathway results showed phenylalanine metabolism, primary bile acid biosynthesis, taurine and hypotaurine metabolism, and tyrosine metabolism, suggesting that the most enriched KEGG pathways were mainly involved in metabolic pathways. We also performed GSEA of DEmRNAs of Module 1 (S2B Fig). This approach yielded similar results as the GO analysis using DAVID, i.e. the most enriched GO terms were mainly involved in metabolic processes.

### Analysis of Module 1—Biofunctional analysis

To further understand the molecular functions of the genes, we conducted biofunctional analysis using Ingenuity Pathway Analysis (IPA). Activation Z-scores were used to predict whether biological functions are activated or inhibited after treatment with BET inhibitors. Most of the biofunctional results showed inhibition, including the size of the body, transport of molecules, activation of cells, cellular homeostasis, and survival of an organism. In contrast, several biofunctions were activated, including apoptosis, glucose metabolism disorder, and inflammation of organs (Fig 5A). IPA downstream effects analysis identifies biological processes and functions related to the size of the body and predicts whether these processes increase or decrease (Fig 5B). Of the genes related to the size of the body, only the top 10 genes related to cellular growth and proliferation are listed in Fig 5C. 

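All 10 genes of Fig 5C were tested in the ABBV-075 and DMSO libraries, were lower with ABBV-075 and passed the thresholds. NFE2, on chromosome 12 of GRCh38 from 54292111 to 54301015, had 9.61 ± 1.5 CPM (SD, n = 3) with DMSO. With ABBV-075 it was at the floor, with 0 to 3 counts per library, and at least 10.7-fold lower (log2 fold change -4.33, standard error 0.47, adjusted p = 3.93e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL1RN, on chromosome 2 from 113099315 to 113134016, fell from 33.5 ± 3.34 to 4.84 ± 1.77 CPM (SD, n = 3 each; log2 fold change -2.79, standard error 0.24, adjusted p = 6.95e-06). SLC2A2 fell from 58.4 ± 1.67 to 9.26 ± 1.85 CPM (SD, n = 3 each; log2 fold change -2.66). CPB2 fell from 98.6 ± 13.3 to 21.6 ± 2.35 CPM (SD, n = 3 each; log2 fold change -2.21). The log2 fold changes of SLC6A9, HSD17B2, AREG, SLC30A10 and SCN1A were -2.22, -2.28, -2.53, -2.31 and -2.37, with standard errors from 0.17 to 0.40. In each of the 10 genes every DMSO library lay above every ABBV-075 library (two-sided exact permutation test, p = 0.1 for each gene, the smallest p that 3 libraries against 3 allow). All 10 genes passed in each of the 6 fits that left out one library.

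**Figure D1:**
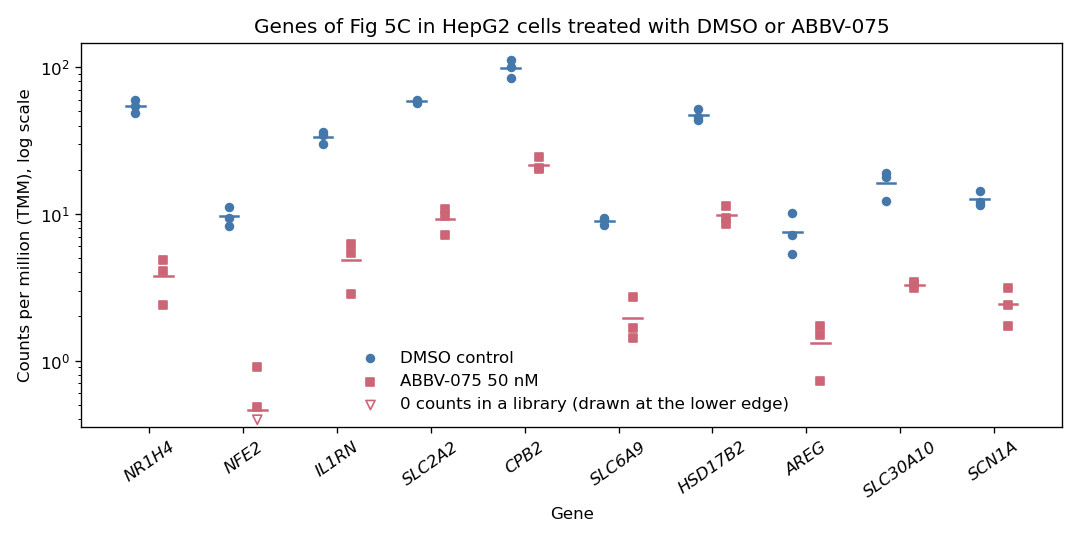
Levels in CPM (TMM-normalized, log axis) of the 10 genes of Fig 5C in each of 3 DMSO and 3 ABBV-075 libraries; points are libraries, horizontal lines are means and the open triangle at the lower edge is a library with 0 counts. For every gene the 3 ABBV-075 libraries lie below the 3 DMSO libraries.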

To validate the RNA-seq results, we confirmed the expression of the DEmRNAs and DElncRNAs by qRT-PCR (Fig 5D). Several DEmRNAs and DElncRNAs related to the size of the body and its functions were selected and validated.

**Fig 5:**
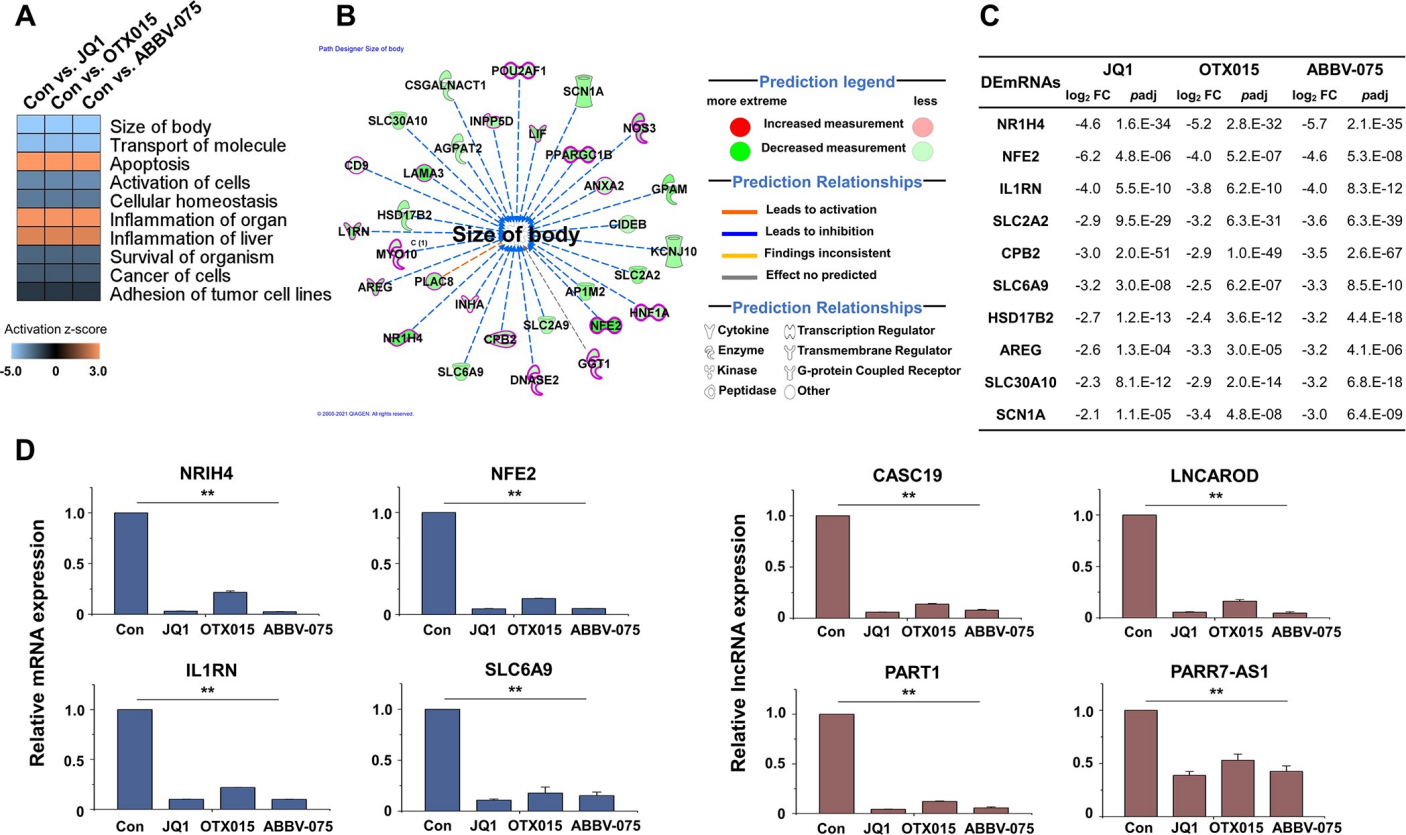
Biofunctional analysis of JQ1-, OTX015-, and ABBV-075-treated HCC cells. (A) Biological pathway analysis of DEmRNAs using IPA for genes of Module 1 (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). Pink cells indicate that the pathway is activated. In contrast, blue cells indicate that the pathway is inhibited, with higher Z-scores indicated by higher color intensity as shown by the color scale. (B) IPA downstream effects analysis showing the mapping of most significant genes related to the size of the body. Of the genes related to the size of the body, only cellular growth and proliferation-related genes are shown in bold and red. The DEmRNAs are colored by predicted activation state, such as activated (red) or suppressed (green). The edges connecting the nodes are colored orange (leading to activation of the downstream node), blue (leading to inhibition), and yellow (if the findings underlying the relationship are inconsistent with the state of the downstream node). (C) Log_2_ fold changes and *p*adj in the expression of genes related to the size of the body. (D) Expression levels of the size of body-related mRNAs and lncRNAs were analyzed by qRT-PCR and normalized to GAPDH or U6 transcript levels, respectively. Overall, the size of body-related mRNAs and lncRNAs were inhibited by BET inhibitors. The data represent three independent experiments. The values are the mean ± SD of triplicate experiments (**p < 0.01).

The apoptosis-related genes of the IPA downstream effect analysis are shown in Fig 6A. Of the genes related to apoptosis, only the top 10 genes related to cell death and survival are listed in Fig 6B. 

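Fig 6B shares NR1H4, IL1RN, AREG and SLC30A10 with Fig 5C, and its remaining genes were also measured in the ABBV-075 and DMSO libraries. GPAM, on chromosome 10 of GRCh38 from 112149865 to 112215377, fell from 188 ± 27.8 to 22.2 ± 7.55 CPM (SD, n = 3 each), with a log2 fold change of -3.09 (standard error 0.20, adjusted p = 9.08e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VAV3, on chromosome 1 from 107571161 to 107965180, fell from 26.1 ± 6.04 to 4.17 ± 1.64 CPM (SD, n = 3 each; log2 fold change -2.68, adjusted p = 2.85e-05). OSBP2 and MLKL had log2 fold changes of -3.16 and -3.25 (adjusted p = 4.21e-05 and 9.45e-05). PSMB8 fell from 9.61 ± 0.929 to 2.67 ± 0.494 CPM (SD, n = 3 each; log2 fold change -1.86, adjusted p = 0.000313). ADGRG3 had the smallest decrease of these genes (log2 fold change -1.83, standard error 0.38, adjusted p = 0.00271), and without ABBV-075 replicate 1 its log2 fold change was -1.49, below the threshold on the fold change. Except for ADGRG3 in that fit, each of these 6 genes passed with any single library left out.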

The selected DEmRNAs and DElncRNAs related to apoptosis were validated using qRT-PCR (Fig 6C).

**Fig 6:**
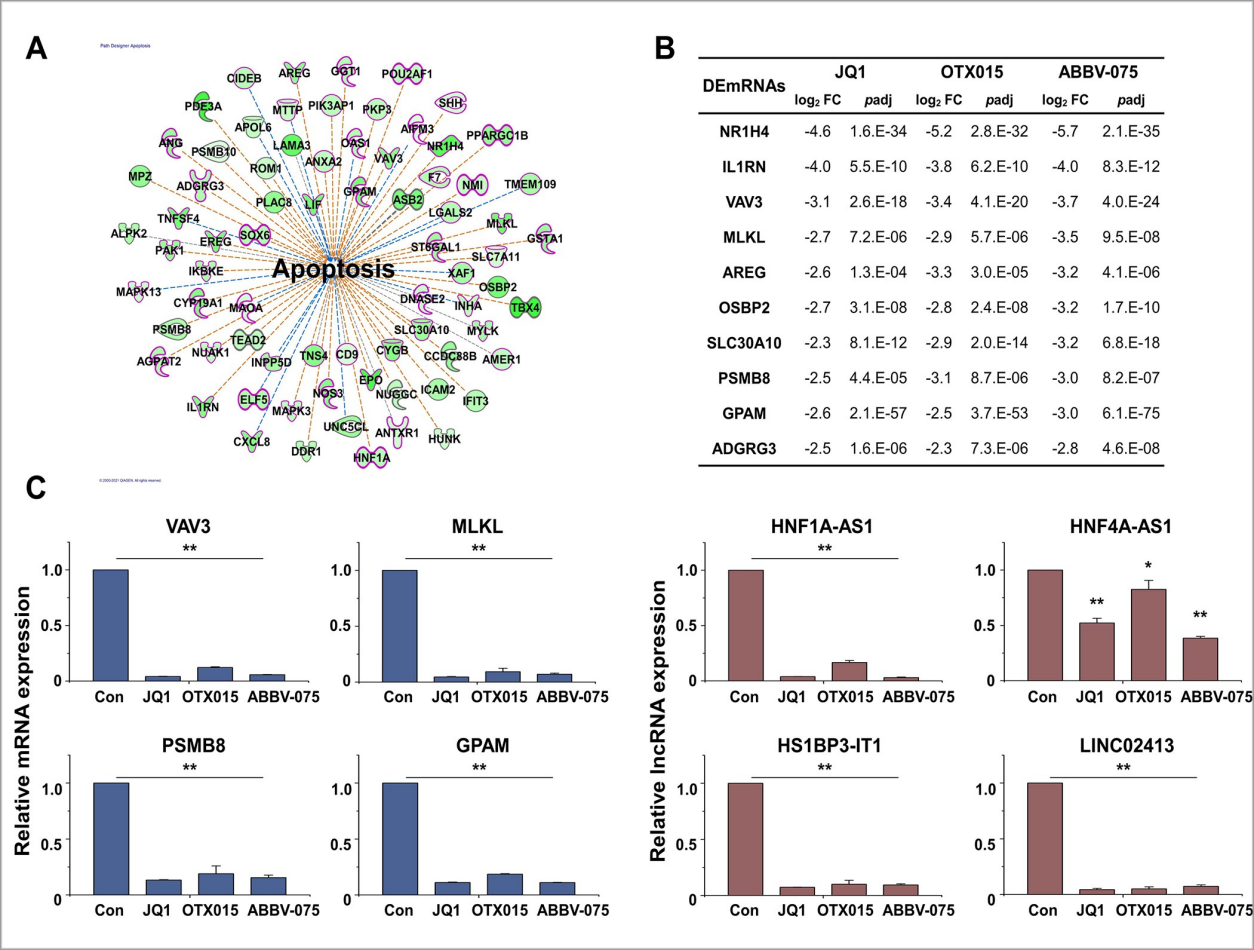
Biofunctional analysis of DEmRNAs related to apoptosis. (A) IPA downstream effects analysis showing the mapping of most significant genes related to apoptosis from the results of the biofunctional analysis in Module 1. Of the genes related to apoptosis, only cell death and survival-related genes are shown in bold and red. (B) Log_2_ fold changes and *p*adj in the expression of genes related to apoptosis. (C) Expression levels of apoptosis-related mRNAs and lncRNAs were analyzed by qRT-PCR and normalized to GAPDH or U6 transcript levels, respectively. Overall, the apoptosis-related mRNAs and lncRNAs were inhibited by BET inhibitors. The data represent three independent experiments. The values are the mean ± SD of triplicate experiments (*p < 0.05 and **p < 0.01).

The inflammation of organ-related genes of the IPA downstream effect analysis is shown in Fig 7A. 

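AKR1D1, FCGBP, GPD1, ADH4 and TUBB1 are genes of Fig 7B that other figure panels do not list. GPD1, on chromosome 12 of GRCh38 from 50103982 to 50111313, had 66.3 ± 1.97 CPM (SD, n = 3) in the DMSO libraries and 10.8 ± 2.17 CPM (SD, n = 3) in the ABBV-075 libraries, a log2 fold change of -2.64 (standard error 0.17, adjusted p = 8.35e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FCGBP, on chromosome 19 from 39863323 to 39934626, fell from 16.2 ± 0.866 to 2.45 ± 1.09 CPM (SD, n = 3 each; log2 fold change -2.77, standard error 0.29). AKR1D1 had a log2 fold change of -3.93 (standard error 0.46, adjusted p = 6.4e-05), between -5.13 and -3.42 with each library left out in turn. ADH4 had a log2 fold change of -3.03 (standard error 0.34, adjusted p = 4.49e-05). TUBB1 had 9 to 17 counts per DMSO library and 0 to 3 with ABBV-075, at least 3.26-fold lower, and did not reach the count filter. Without the filter its log2 fold change was -3.31 (standard error 0.72, adjusted p = 0.000136), past the thresholds.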

Of the genes related to the inflammation of the organ, only the top 10 genes related to apoptosis are listed in Fig 7B. The selected DEmRNAs and DElncRNAs related to the inflammation of organs were validated using qRT-PCR (Fig 7C).

**Fig 7:**
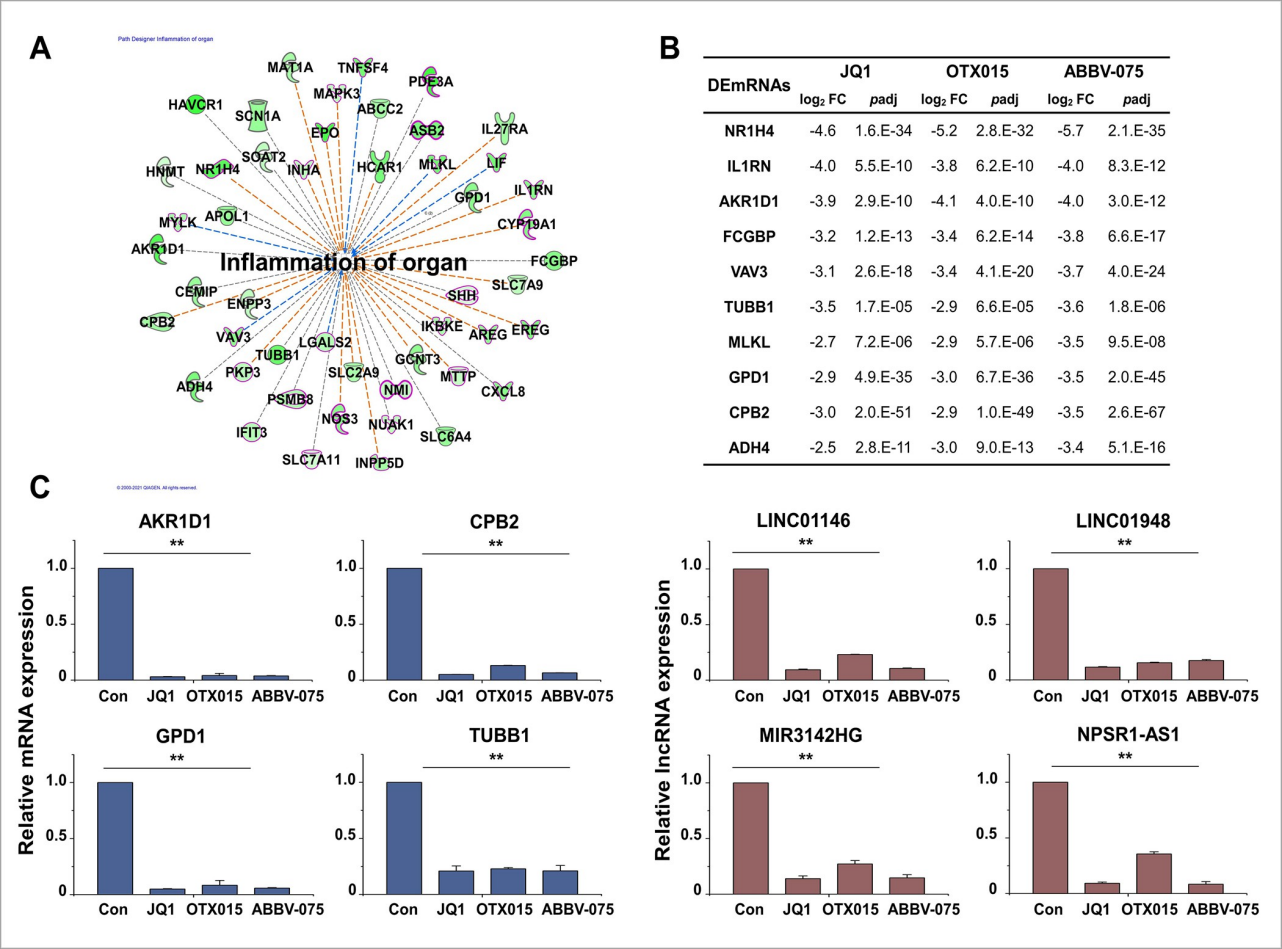
Biofunctional analysis of DEmRNAs related to inflammation of the organ. (A) IPA downstream effects analysis showing the mapping of most significant genes related to organ inflammation from the results of the biofunctional analysis in Module 1. Of the genes related to inflammation of organ, only apoptosis-related genes are shown in bold and red. (B) Log_2_ fold changes and *p*adj in the expression of genes related to inflammation of the organ. (C) Expression levels of inflammation of organ-related mRNAs and lncRNAs were analyzed by qRT-PCR and normalized to GAPDH or U6 transcript levels, respectively. Overall, the inflammation of organ-related mRNAs and lncRNAs was inhibited by BET inhibitors. The data represent three independent experiments. The values are the mean ± SD of triplicate experiments (**p < 0.01).

The adhesion of tumor cell lines-related genes of the IPA downstream effect analysis is shown in Fig 8A. Of the genes related to the adhesion of tumor cell lines, only the top 10 genes related to metastasis are listed in Fig 8B. 

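Of the genes in Fig 8B, TAT, FUT6, LIF, NOS3, CXCL8 and ST6GAL1 passed the thresholds in the ABBV-075 libraries against the DMSO libraries. ST6GAL1, on chromosome 3 of GRCh38 from 186930325 to 187078553, fell from 395 ± 6.27 to 79.6 ± 5.59 CPM (SD, n = 3 each), a log2 fold change of -2.33 (standard error 0.11, adjusted p = 1.25e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LIF, on chromosome 22 from 30240453 to 30246759, fell from 35.7 ± 5.6 to 3.95 ± 0.49 CPM (SD, n = 3 each; log2 fold change -3.2, adjusted p = 1.2e-06). FUT6 fell by 4.79 on the log2 scale (standard error 0.38, adjusted p = 3.65e-06). TAT was at the floor with ABBV-075, at least 5.1-fold lower (log2 fold change -4.45, standard error 0.57). NOS3 and CXCL8 had log2 fold changes of -2.68 and -2.67 (adjusted p = 0.00141 and 0.00075). CD9 and ANXA2 were lower without passing. ANXA2 fell from 107 ± 6.78 to 39.1 ± 2.87 CPM (SD, n = 3 each), a log2 fold change of -1.47 (standard error 0.13, adjusted p = 9.53e-06) that was -1.52, past the threshold, with a correction for GC content chosen after the data were seen. PAK1 had 6 to 16 counts per DMSO library and 1 to 3 per ABBV-075 library, at least 3.13-fold lower, and did not reach the count filter. Without the filter its log2 fold change was -2.31 (standard error 0.62, adjusted p = 0.0022), past the thresholds.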

The selected DEmRNAs and DElncRNAs related to the adhesion of tumor cell lines were validated using qRT-PCR (Fig 8C).

**Fig 8:**
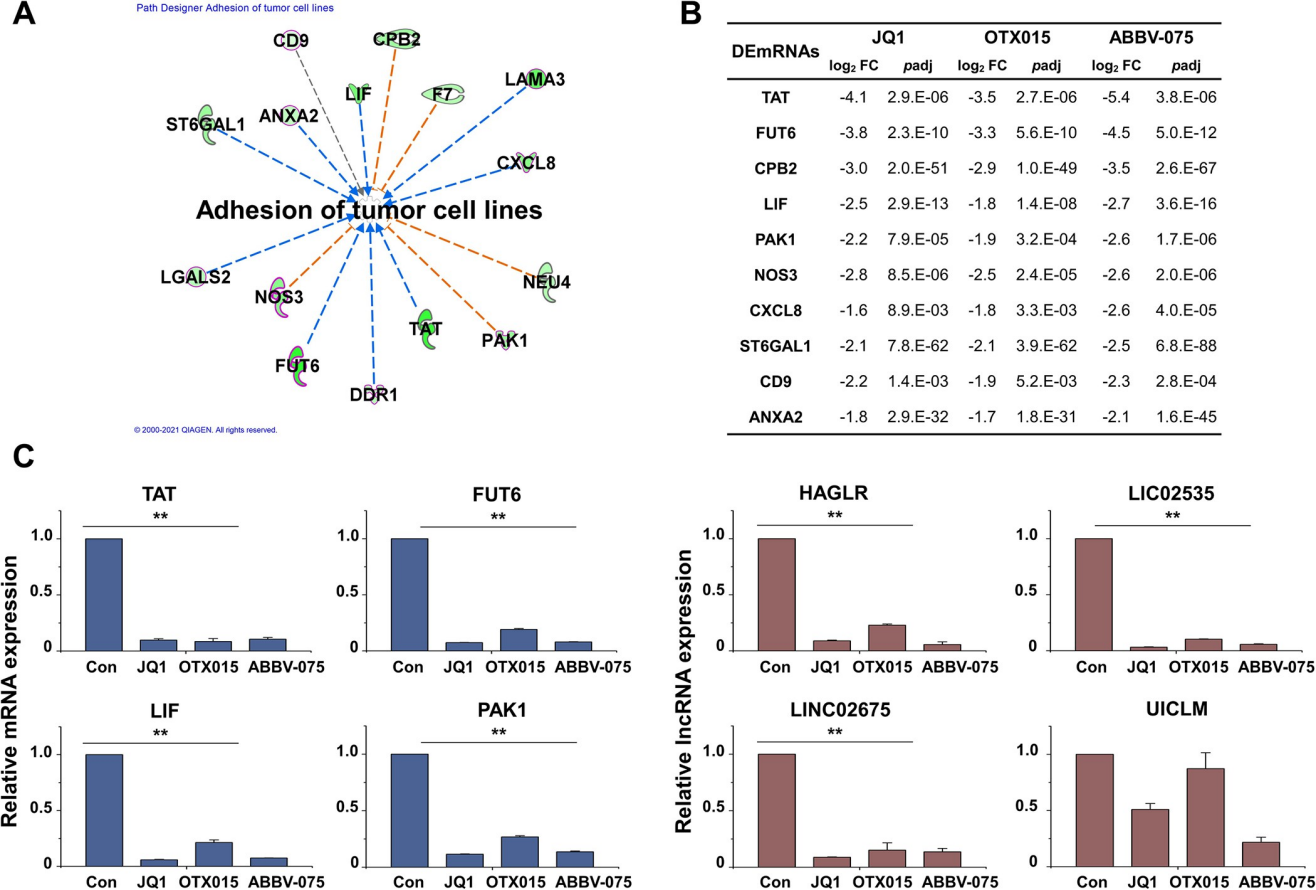
Biofunctional analysis of DEmRNAs related to adhesion of tumor cell lines. (A) IPA downstream effects analysis showing the mapping of most significant genes related to adhesion of tumor cell lines from the results of the biofunctional analysis in Module 1. Of the genes related to adhesion of tumor cell lines, only metastasis-related genes are shown in bold and red. (B) Log_2_ fold changes and *p*adj in the expression of genes related to adhesion of tumor cell lines. (C) Expression levels of adhesion-related mRNAs and lncRNAs were analyzed by qRT-PCR and normalized to GAPDH or U6 transcript levels, respectively. Overall, the adhesion-related mRNAs and lncRNAs were inhibited by BET inhibitors. The data represent three independent experiments. The values are the mean ± SD of triplicate experiments (**p < 0.01).

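The transcripts common to the 3 inhibitors are those of Modules 1 and 2. In the 3 ABBV-075 libraries against the 3 DMSO libraries, 247 of the transcripts tested in Module 1 were lower and all of the transcripts tested in Module 2 were higher. The paper chose these transcripts for their change with all 3 inhibitors, so these directions follow in large part from the choice. The paper links the downregulation of most of these transcripts to lower proliferation and adhesion and higher apoptosis and inflammation. Its calls of activated and inhibited functions rest on the activation Z-scores of IPA, an analysis that was not repeated here.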

Taken together, we found that most of the DEmRNAs and DElncRNAs commonly found in JQ1, OTX015, and ABBV-075 treatments were downregulated, resulting in decreased proliferation and adhesion and increased apoptosis and inflammation. These data strongly suggest that BET inhibitors highly selectively suppress the expression of mRNAs and lncRNAs involved in HCC development and progression.

### Analysis of Module 2—Functional annotation and pathway enrichment analysis

Based on the results of the correlation analysis, we performed functional annotation of DEmRNAs of Module 2. The top 5 GO terms of the BP, CC, and MF are shown in Fig 9A. In the BP categories, most enriched GO terms were mainly related to the oxidation-reduction process, cellular response to heparin, and cell migration involved in sprouting angiogenesis. There were no significant results in the CC category. In the MF categories, the only significant term was related to GTPase inhibitor activity. The KEGG pathway results showed sulfur metabolism, primary bile acid biosynthesis, and glycosaminoglycan degradation, suggesting that the most enriched KEGG pathways were mainly involved in metabolic pathways. We also performed GSEA of DEmRNAs of Module 2 (S2C Fig). The GSEA results showed that DEmRNAs of Module 2 were negatively correlated with genes involved in the homeostatic process. The top 5 DEmRNAs and DElncRNAs in Module 2 are listed in Fig 9C. 

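Of the 10 transcripts in Fig 9C, 8 could be tested in the ABBV-075 and DMSO libraries, all were higher with ABBV-075 and 7 passed the thresholds. TXNIP, on chromosome 1 of GRCh38 from 145992435 to 145996579, rose from 26.4 ± 6.58 to 164 ± 24.4 CPM (SD, n = 3 each), a log2 fold change of 2.61 (standard error 0.19, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCN2, which the files list as CTGF, on chromosome 6 from 131948176 to 131951372, rose from 31.6 ± 0.755 to 104 ± 14.7 CPM (SD, n = 3 each; log2 fold change 1.69, adjusted p = 7.39e-06). PDE6D rose from 15.9 ± 1.23 to 49.5 ± 3.99 CPM (SD, n = 3 each; log2 fold change 1.62, adjusted p = 1.71e-05). NEAT1 and DHRS2 were also upregulated. The lncRNA CCNT2-AS1 rose from 1.91 ± 0.535 to 6.03 ± 0.27 CPM (SD, n = 3 each; log2 fold change 1.61, standard error 0.31, adjusted p = 0.00183). Its log2 fold change was 1.43 without DMSO replicate 1 and 1.41 with a correction for GC content chosen after the data were seen, both below the threshold. HEXIM1 was the transcript that did not pass. In the 8 transcripts tested, every ABBV-075 library lay above every DMSO library (two-sided exact permutation test, p = 0.1 for each transcript, the smallest that this design allows).

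**Figure D2:**
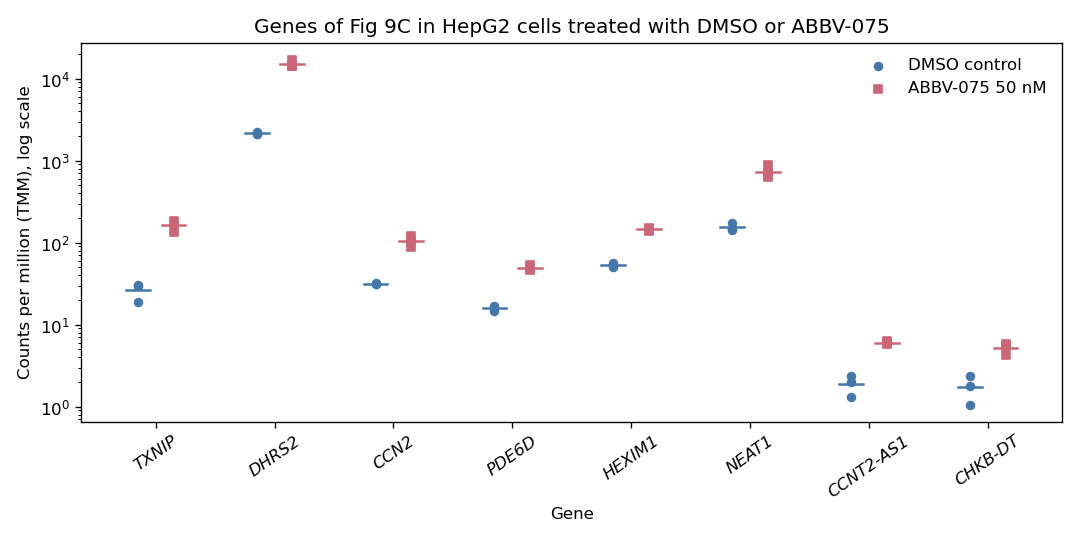
Levels in CPM (TMM-normalized, log axis) of the 8 transcripts of Fig 9C that could be tested, in each of 3 DMSO and 3 ABBV-075 libraries; points are libraries and horizontal lines are means. For each of the 8 transcripts the ABBV-075 libraries lie above the DMSO libraries.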

The selected DEmRNAs and DElncRNAs were validated using qRT-PCR (Fig 9D). As shown by RNA-seq, the selected DEmRNAs and DElncRNAs were upregulated by the BET inhibitors.

**Fig 9:**
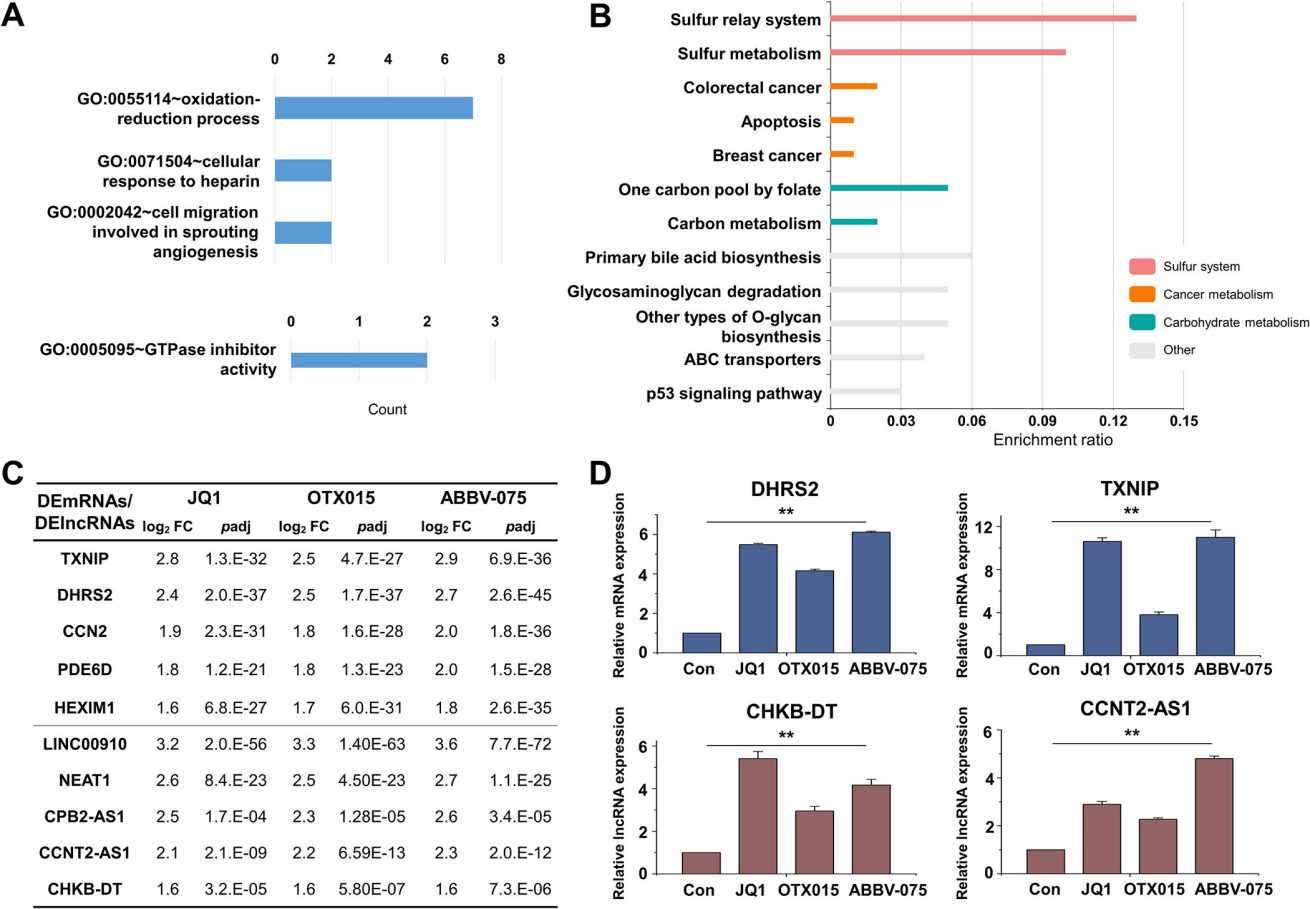
Functional analysis and confirmation of DEmRNAs and DElncRNAs in Module 2. (A) The number of genes enriched for each term are displayed for the GO terms in biological process (upper panel) and molecular function (bottom panel). (B) KEGG pathway enrichment analysis of DEmRNAs. Each row represents an enriched function, and the length of the bar represents the enrichment ratio. (C) Log_2_ fold changes and *p*adj in the expression of genes in Module 2. (D) Expression levels of adhesion-related mRNAs and lncRNAs were analyzed by qRT-PCR and normalized to GAPDH or U6 transcript levels, respectively. Overall, the expressions of adhesion-related mRNAs and lncRNAs were increased by BET inhibitor. The data represent three independent experiments. The values are the mean ± SD of triplicate experiments (**p < 0.01).

In addition, we further validated a novel putative biomarker in the human HCC cell line Huh7. Huh7 cells were treated with BET inhibitors under the same conditions as HepG2. The DEmRNAs and DElncRNAs were validated using qRT-PCR. The expressions of DEmRNAs (S5 Fig) and DElncRNAs (S6 Fig) involved in HCC progression, apoptosis, and inflammation were consistent with the results of HepG2.

## Discussion

Epigenetic inhibition with BET inhibitors is emerging as a therapy for a broad range of cancers, including HCC [2, 3]. Here, we conducted a genome-wide analysis of the transcript changes potentially underlying by treating the human HCC cell lines HepG2 and Huh7 with the BET inhibitors JQ1, OTX015, or ABBV-075 the inhibition of HCC progression. Selected DEmRNAs and DElncRNAs identified in this study are highlighted below.

JQ1 and OTX015 are known to inhibit the expression of active enhancer-associated genes, c-MYC oncogene, MYCN transcription factor, and its target genes involved in HCC progression and tumorigenesis [10, 40]. These BET inhibitors also inhibit HCC cell proliferation and migration in vitro [39]. In that study, JQ1 and OTX015 selectively inhibited the expression of cell migration-related genes such as *ASIC1*, *CD9*, *SSTR5*, and *VAV3* through *SMARCA4*. 

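Among AREG, CD9, EREG and VAV3, 3 genes passed the thresholds in the ABBV-075 libraries against the DMSO libraries, and CD9 did not. AREG, on chromosome 4 of GRCh38 from 74445136 to 74455005, fell from 7.54 ± 2.4 to 1.31 ± 0.525 CPM (SD, n = 3 each; adjusted p = 0.000528 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EREG, on chromosome 4 from 74365145 to 74388749, was at the floor with ABBV-075, at least 4.11-fold lower (log2 fold change -2.96, standard error 0.57, adjusted p = 0.0017). CD9, on chromosome 12 from 6199715 to 6238271, fell from 17.4 ± 3.6 to 9.51 ± 1.59 CPM (SD, n = 3 each). Its log2 fold change of -0.90 (standard error 0.22, adjusted p = 0.00773) was below the threshold and stayed between -1.02 and -0.71 with each library left out in turn. For VAV3 the fits with one library left out gave log2 fold changes from -3.03 to -2.45.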

In line with this, we showed here that the BET inhibitors reduced the expression of proliferation- or migration-related genes such as *AREG*, *CD9*, *EREG*, and *VAV3*. *VAV3* (Vav guanine nucleotide exchange factor 3) counteracts apoptosis and is overexpressed in various cancers [41, 42]. ABBV-075 showed anti-apoptotic activity in small-cell lung cancer [43] and non-Hodgkin lymphoma cell lines [44], at least in the latter with a more significant effect than OTX015. Similarly, ABBV-075 was more efficacious than OTX015 in the HepG2 cells. However, the expression levels in the Huh7 cells were not significantly different between each group. OTX015 remains of interest since it showed anticancer effects in many studies and is currently in clinical trials.

The present study also identified cancer-relevant DEmRNAs that have not previously been associated with HCC. Amongst the novel DEmRNAs that JQ1, OTX015, and ABBV-075 commonly downregulated are transcripts such as *ADGPR3*, *GPAM*, *GPD1*, *OSBP2*, *PSMB8*, *SLC6A9*, and *SLC30A10*. 

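ADGRG3, the gene written as ADGPR3, lies on chromosome 16 of GRCh38 from 57668277 to 57689378. It had 6.16 ± 1.33 CPM (SD, n = 3) with DMSO and 1.78 ± 0.98 CPM (SD, n = 3) with ABBV-075. OSBP2, on chromosome 22 from 30693782 to 30907824, fell from 12.2 ± 1.58 to 1.3 ± 0.794 CPM (SD, n = 3 each). SLC6A9, on chromosome 1 from 43991500 to 44031467, fell from 8.94 ± 0.511 to 1.94 ± 0.674 CPM (SD, n = 3 each; adjusted p = 0.000199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SLC30A10, on chromosome 1 from 219685427 to 219959018, fell from 16.3 ± 3.52 to 3.29 ± 0.156 CPM (SD, n = 3 each; adjusted p = 5.58e-05). For all 7 genes the groups did not overlap, with the ABBV-075 libraries below the DMSO libraries; chance gives groups without overlap, in either direction, for 10% of genes that were not selected for a difference.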

The expression of *GPAM* (glycerol-3-phosphate acyltransferase), a key enzyme in lipid biosynthesis, is increased in breast and other cancers and highly correlated with clinicopathological parameters [45]; its inhibition reduces ovarian cancer cell migration and the growth of tumor xenograft mouse models [46]. A high expression of *GPD1* (glycerol-3-phosphate dehydrogenase 1) has been observed in glioblastoma and glioma and correlates with poor survival in renal cell carcinoma [47]. The expression of *PSMB8* (proteasome subunit beta type 8), a component of the 20S proteolytic core particle, is generally increased in tumor cell lines and correlated with poor prognosis [48]; its reduction inhibits the progression and invasion of gastric cancer and glioblastoma [49].

We also found that DEmRNAs involved in cancer growth and progression were upregulated by the three BET inhibitors. 

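HEXIM1, on chromosome 17 of GRCh38 from 45148475 to 45152099, rose from 53.8 ± 3.25 CPM (SD, n = 3) in the DMSO libraries to 145 ± 7.62 CPM (SD, n = 3) in the ABBV-075 libraries. The log2 fold change was 1.41 (standard error 0.12, adjusted p = 6.81e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the threshold on the fold change. With each library left out in turn it stayed between 1.36 and 1.45. With a correction for GC content chosen after the data were seen it was 1.50 and passed.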

For example, *HEXIM1* has previously been described as a pharmacodynamic marker in BET treatments [50]. Noteworthy novel DEmRNAs are *CNNM4* and *USP53*. 

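CNNM4, on chromosome 2 of GRCh38 from 96760902 to 96811874, had a log2 fold change of 1.98 with ABBV-075 against DMSO (standard error 0.15, adjusted p = 2.77e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 55.7 ± 2.62 CPM (SD, n = 3) in the ABBV-075 libraries. USP53, on chromosome 4 from 119212587 to 119295518, rose from 10.8 ± 2.12 to 51.8 ± 23.2 CPM (SD, n = 3 each; log2 fold change 2.24, standard error 0.29, adjusted p = 0.000127). The ABBV-075 libraries differed widely for USP53, with 323, 156 and 110 counts in replicates 1, 2 and 3. Its log2 fold change was between 1.82 and 2.47 with each library left out in turn. With a correction for GC content chosen after the data were seen, that of USP53 was 1.73, still past the thresholds.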

*CNNM4* is a member of the cyclin and cystathionine β-synthase (CBS) domain divalent metal cation transport mediator family and promotes tumor progression by regulating Mg^2+^ efflux; its level is inversely correlated with malignancy in colon cancer [51]. *USP53* (Ubiquitin specific peptidase 53) inhibits the initiation and progression of renal cell carcinoma by inhibiting activation of the nuclear factor κB (*NF‐κB*) pathway; it promotes apoptosis and inhibits glycolysis in lung adenocarcinoma through FKBP51‐AKT1 signaling [52, 53].

Recent evidence suggests that lncRNAs are key modulators of HCC by regulating tumor suppressor genes or oncogenes [22–26, 54]. Here, we found 60 DElncRNAs in BET inhibitor-treated HepG2 cells. Some of the downregulated DElncRNAs have previously been associated with HCC. 

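PART1, on chromosome 5 of GRCh38 from 60487713 to 60548813, fell from 12.1 ± 2.29 to 2.64 ± 0.0638 CPM (SD, n = 3 each) with ABBV-075 against DMSO, a log2 fold change of -2.21 (standard error 0.27, adjusted p = 9.32e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HAGLR, on chromosome 2 from 176164051 to 176188958, fell from 42.8 ± 2.31 to 15.9 ± 2.74 CPM (SD, n = 3 each). Its log2 fold change of -1.45 (standard error 0.16, adjusted p = 5.26e-05) was below the threshold, and was -1.56 and past it without ABBV-075 replicate 2. LINC00261, on chromosome 20 from 22547663 to 22578642, fell from 20.4 ± 2.79 to 8.33 ± 0.756 CPM (SD, n = 3 each). Its log2 fold change of -1.31 (standard error 0.20, adjusted p = 0.000399) was also below the threshold.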

For example, *HAGLR*, *HNF1A-AS1*, and *PART1* are known to be upregulated in HCC and to promote HCC proliferation and migration [55–57], while the downregulation of *LINC00261* is inconsistent with a previous study [58]. Some of the downregulated DElncRNAs that our study newly associates with HCC have been related to other cancers and pathologies. Thus, *LINC00242* and *LINC02535* affect the proliferation and apoptosis of gastric cancer [59, 60], *PRR7-AS1*is involved in colorectal cancer metabolism [61], and *LINC01146* and *MIR3142HG* in inflammation [62, 63]. 

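LINC00242, PRR7-AS1 and LINC01146 did not reach the count filter in the ABBV-075 and DMSO libraries. LINC01146, on chromosome 14 of GRCh38 from 88024519 to 88098025, had 9 to 15 counts per DMSO library and 0 to 1 with ABBV-075, at least 3.34-fold lower. In a fit without the filter, its log2 fold change was -3.83 (standard error 0.77, adjusted p = 3.52e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LINC00242 had 10 to 12 counts with DMSO and 2 to 5 with ABBV-075 (unfiltered log2 fold change -1.53, standard error 0.55, adjusted p = 0.0268). PRR7-AS1 had 7 to 10 and 0 to 4 counts (unfiltered log2 fold change -1.89, standard error 0.69, adjusted p = 0.0272). The 3 lncRNAs passed the thresholds in that fit. LINC02535 and MIR3142HG are not among the gene symbols of the files.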

Noteworthy upregulated novel DElncRNAs in the BET inhibitor-treated HepG2 cells include *CCNT2-AS1*, *CHKB-DT*, *CPB2-AS1*, and *LINC00910*. 

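CHKB-DT, which the files list as CHKB-AS1, lies on chromosome 22 of GRCh38 from 50583026 to 50595634. It rose from 1.74 ± 0.662 CPM with DMSO to 5.14 ± 0.825 CPM with ABBV-075 (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.35, adjusted p = 0.00487 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was past the threshold in 3 of the 6 fits that each left out one library, and its log2 fold change ranged from 1.29 to 1.79 in them. CCNT2-AS1 lies on chromosome 2 from 134735464 to 134918712. CPB2-AS1, on chromosome 13 from 46052497 to 46161379, had 1 to 6 counts per DMSO library and 5 to 11 with ABBV-075, too few for the filter. In a fit without the filter its log2 fold change was 1.32 (standard error 0.59, adjusted p = 0.0806), which did not pass. LINC00910, on chromosome 17 from 43338741 to 43389226, was at the floor in both groups.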

Of these, *CCNT2-AS1* has a prognostic value in renal cell carcinoma [64], and *CHKB-DT*, also known as *CHKB-AS1* has been negatively correlated with esophageal squamous cell carcinoma [65]. In this study, DElncRNAs and DEmRNAs were paired with the absolute value of the Pearson correlation coefficient. Further studies will be needed to demonstrate the function of novel DElncRNAs in HCC, their interactions with target genes, and the specific lncRNA-mRNA pairs involved in HCC progression.

Several BET inhibitors, including ABBV-075, CPI-0610, GSK525762, and OTX015, are currently in phase 1 or 2 clinical trials [13, 15]. However, the pan-BET inhibitors, especially the oldest such as JQ1, have limited clinical applications due to their toxicity, side effects, and short clinical response [66]. Recently, selective inhibitors targeting BD1 and BD2 have been developed. The BD1 inhibitor, GSK078, showed efficacy in cancer models comparable to the pan-BET inhibitor. The BD2 inhibitors, GSK046 and ABBV-744, were predominantly effective in inflammatory and autoimmune disease models [67, 68]. The present study will inform future efforts to optimize further the development and application of the different BET inhibitors for the treatment of HCC.

## Conclusions

We performed a comprehensive analysis of DEmRNAs and DElncRNAs expression profiles and their functional annotation in the BET inhibitor-treated human HCC cell line HepG2. We identified 382 DEmRNAs and 60 DElncRNAs in common for the BET inhibitors, JQ1, OTX015, and ABBV-075, and analyzed the correlation between DEmRNAs and DElncRNAs based on their expression profiles. Additionally, we found novel transcripts involved in proliferation and apoptosis that are commonly reduced by the three inhibitors. Novel DEmRNAs are *ADGPR3*, *GPAM*, *GPD1*, *OSBP2*, *PSMB8*, *SLC6A9*, *SLC30A10*, and novel DElncRNAs are *LINC00242*, *LINC01146*, *LINC02535*, *MIR3142HG*, and *PRR7-AS1*. Our study suggests that alterations at the level of epigenetic components may modulate HCC progression, providing biomarkers for therapeutic targeting.

## Supporting information

S1 Fig Effects of BET inhibitor on HCC cell line HepG2. HepG2 cells were treated with JQ1, OTX015, or ABBV-075 at different concentrations for different durations. The viability of the HepG2 cells was determined using the WST-1 assay. The data represent three independent experiments. The values are the mean ± SD of triplicate experiments (*p < 0.05 and **p < 0.01).
(TIF) Click here for additional data file.

S2 Fig Gene set enrichment analysis (GSEA) of DEmRNAs in each module. The degree of enrichment of total DEmRNAs (A), DEmRNAs in Module 1 (B), and Module 2 (C) represents a normalized enrichment score (NES). The right panel of each graph shows the GSEA enrichment plot.
(TIF) Click here for additional data file.

S3 Fig Functional annotation of commonly expressed lncRNAs treated with three BET inhibitors. GREAT computes all GO term enrichment for genes upstream and downstream of TSS based on the genomic regions of DElncRNAs commonly expressed in the three BET inhibitor treatments. (A) The number of associated genes in *cis*-regulatory genomic regions. (B) Distance (kb) to the nearest transcriptional start site (TSS) of commonly expressed DElncRNAs in the three BET inhibitor treatments. (C) Absolute distance to DElncRNAs and TSS sites. (D) Functional annotation analysis of DElncRNAs using GREAT shows for the top 5 GO terms in BP (top panel), CC (middle panel), and MF (bottom panel).
(TIF) Click here for additional data file.

S4 Fig Functional annotation and pathway enrichment analysis of DEmRNAs of each BET inhibitor treatment. HepG2 cells were treated with JQ1 (A), OTX-015 (B), and ABBV-075 (C). The top 5 enriched GO terms (top panel), KEGG pathways (middle panel), and GSEA (bottom panel) show the results of functional analysis of up- and down-regulated DEmRNAs. Different colors represent up- (red) and downregulated (blue) DEmRNAs.
(TIF) Click here for additional data file.

S5 Fig Verification of DEmRNAs in Human HCC cell line Huh7. Expression levels of DEmRNAs in Huh7 cells were analyzed by qRT-PCR and normalized to GAPDH transcript levels. The data represent three independent experiments. The values are the mean ± SD of triplicate experiments (**p < 0.01).
(TIF) Click here for additional data file.

S6 Fig Verification of DElncRNAs in Human HCC cell line Huh7. Expression levels of DElncRNAs in Huh7 cells were analyzed by qRT-PCR and normalized to U6 transcript levels. The data represent three independent experiments. The values are the mean ± SD of triplicate experiments (**p < 0.01).
(TIF) Click here for additional data file.

S1 Table List of primers for qRT-PCR. (DOCX) Click here for additional data file.

S2 Table Top 50 significant up- and downregulated DEmRNAs in JQ1-treated HepG2 cells. (DOCX) Click here for additional data file.

S3 Table Top 50 significant up- and downregulated DElncRNAs in JQ1-treated HepG2 cells. (DOCX) Click here for additional data file.

S4 Table Top 50 significant up- and downregulated DEmRNAs in OTX015-treated HepG2 cells. (DOCX) Click here for additional data file.

S5 Table Top 50 significant up- and downregulated DElncRNAs in OTX015-treated HepG2 cells. (DOCX) Click here for additional data file.

S6 Table Top 50 significant up- and downregulated DEmRNAs in ABBV-075-treated HepG2 cells. 

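The S6 Table ranks DEmRNAs by the change that ABBV-075 made against DMSO. Among the listed genes that were tested, 12 of the 14 downregulated and 5 of the 6 upregulated ones had a log2 fold change closer to 0 in the counts than in the table.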

(DOCX) Click here for additional data file.

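The S7 Table lists DElncRNAs by their change with ABBV-075 against DMSO. Of its lncRNAs, 7 of the 8 downregulated ones that were tested, and all 4 of the upregulated ones, had a log2 fold change closer to 0 in the counts than in the table.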

S7 Table Top 50 significant up- and downregulated DElncRNAs in ABBV-075-treated HepG2 cells. (DOCX) Click here for additional data file.

S8 Table Top 50 significant up- and downregulated DEmRNAs in BET inhibitor-treated HepG2 cells in common. (DOCX) Click here for additional data file.

S9 Table Top 50 significant up- and downregulated DElncRNAs in BET inhibitor-treated HepG2 cells in common. (DOCX) Click here for additional data file.

S10 Table Pearson correlation coefficients (PCC) value of DElncRNA-DEmRNA pairs in Module 1. (XLSX) Click here for additional data file.

S11 Table Pearson correlation coefficients (PCC) value of DElncRNA-DEmRNA pairs in Module 2. (XLSX) Click here for additional data file.

## Abbreviations

BET: Bromodomain and extra-terminal
BP: Biological process
BRD: Bromodomain-containing protein
CC: Cellular component
DAVID: Database for annotation, visualization and integrated discovery
DEmRNA: Differentially expressed mRNAs
DElncRNA: Differentially expressed lncRNAs
GO: Gene ontology
GREAT: Genomic regions enrichment of annotations tool
HCC: Hepatocellular carcinoma
IPA: Ingenuity pathway analysis
KEGG: Kyoto encyclopedia of genes and genomes
LncRNA: Long non-coding RNAs
MF: Molecular function
PCC: Pearson correlation coefficient
qRT-PCR: Quantitative reverse transcription-polymerase chain reaction
RNA-seq: RNA sequencing

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S1 Table

**S1 Table. List of primers for qRT-PCR.**

| **mRNAs**  **/lncRNAs** | **Forward (5′ → 3′)** | **Reverse (5′ → 3′)** |
| --- | --- | --- |
| AKR1D1 | TCAGAACCTAAATCGACCCCT | TCCCCAACTTCGTGTTCATTTT |
| CPB2 | GAACTGTCTCTAGTAGCCAGTGA | TGCCCAAATCATAGATCCAATCG |
| DHRS2 | AGGCACCGAGTATTTTGTGCT | CCTGCTGGATAGAACTTGCCAT |
| FUT6 | CCG ACT ACA TCA CCG AGA AGC T | GAA CCT CTC GTA GTT GCT TCT GC |
| GPAM | GATGTAAGCACACAAGTGAGGA | TCCGACTCATTAGGCTTTCTTTC |
| GPD1 | GCCATCTGAAGGCAAACGC | GCCAATGGTTGTCTCACAGAAC |
| IL1RN | GACCTTCTATCTGAGGAACAACC | CTCAATGGGTACCACATCTATCTT |
| LIF | CCAACGTGACGGACTTCCC | TACACGACTATGCGGTACAGC |
| MLKL | AGGAGGCTAATGGGGAGATAGA | TGGCTTGCTGTTAGAAACCTG |
| NFE2 | GCAGGAACAGGGTGATACAGC | GCAGCTCGGTGATGGACAT |
| NR1H4 | GACTTTGGACCATGAAGACCAG | GCCCAGACGGAAGTTTCTTATT |
| PAK1 | CAACTCGGGACGTGGCTAC | CAGTATTCCGGGTCAAAGCAT |
| PSMB8 | GGTCCTACATTAGTGCCTTACGG | CGCAGATAGTACAGCCTGCATT |
| SLC6A9 | CAGATCGAGTTTGTACTGACGAG | GCGATAGCAGAGGTATGGGAAG |
| TAT | CTGGACTCGGGCAAATATAATGG | GTCCTTAGCTTCTAGGGGTGC |
| TUBB1 | CTACAACGCGGTTCTGTCTATC | GGTGGGTGTCGTCAGCTTC |
| TXNIP | TGTGTGAAGTTACTCGTGTCAAA | GCAGGTACTCCGAAGTCTGT |
| VAV3 | AGAGAAACGGACCAATGGACT | GGTGGTGTTCCAGAATAGTTCC |
| CASC19 | TGCCATACAGTGGTTTTTGGG | TGGGGCATGACACCCTTTTG |
| CCNT2-AS1 | TTTACGGATGAGGGACCACG | GCTCCCTTGGCTTGTAGGTT |
| CHKB-DT | GGCTACCCCTGTGCTTGAAC | CTGAGGCGATGTGATTCGTG |
| HAGLR | GGGCTGGTACAGACTAGGGA | TAAGCAGGTCAGAAAGGGCG |
| HNF1A-AS1 | TTGCTTTTTCAGAGAGCCAG | AATGCGAGGTGTTTCAGGTA |
| HNF4A-AS1 | TCCTTTAGCGGCTTCCAAGG | GCCTGTCTTCAAGTCACCGA |
| HS1BP3-IT1 | CTGGGCTTACTCCTAGCTGC | CTTGTGTTCTTGGGTGCTGC |
| LINC00242 | TTCAGGCGCTGTCTGTTCTT | TGCGAATCGATGGGGATCAG |
| LINC01146 | AGCGTTTTTGTTTGCACATCCT | ACCTGGACTGCTTTGCTGAT |
| LINC01948 | TTGGAGCCAAGGCAGACAAA | ATTCCAGCTCAGCCGAAACA |
| LINC02413 | GCACACAATACACCGAGCAAG | CCTCTTGATGACTCTGGGCTC |
| LINC02535 | AAGGAGCTCTGTTCTCCAGG | GCCTCTATGTAGGGCGCTTT |
| LINC02348 | CAAGTGTGGGAATGGCCTCC | TGCTCACATCTCTGGGGAGT |
| LINC02675 | AAGGCAGTCAAGGTGTGGAG | AAGGGTGAAGTGCCAATCCT |
| LNCAROD | CCACAACGGCAACCAGTAAAA | TAGGCGTTCCACCTGCAAAT |
| MIR3142HG | GAGGGGTCTTTGCACCATCT | CAAGCCCACGATGACAGAGA |
| NPSR1-AS1 | TGTTGAGAAGTGCACGGTCC | GGCATGTGGTGACTATGCCA |
| PART1 | GGACTCGTGCTTCTCGTACGCTGG | GCCTGCCCTTTGGTTTCTGGGAC |
| PRR7-AS1 | GGGGCACTTGTGATCCAGAC | CTCTGCTCCGTGTTCCTAGC |
| TUSC8 | TGTGAAGAGGAGAACATAAAAGG | AAGCAAGATAATACAGTGGCGA |
| UICLM | GGATGAGGAGACATCCACGG | GAGTCCTGACTGGCGTTGAA |

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S2 Table

**S2 Table. Top 50 significant up- and downregulated DEmRNAs in JQ1-treated HepG2 cells.**

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S3 Table

**S3 Table. Top 50 significant up- and downregulated DElncRNAs in JQ1-treated HepG2 cells.**

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S4 Table

**S4 Table. Top 50 significant up- and downregulated DEmRNAs in OTX015-treated HepG2 cells.**

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S5 Table

**S5 Table. Top 50 significant up- and downregulated DElncRNAs in OTX015-treated HepG2 cells.**

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S6 Table

**S6 Table. Top 50 significant up- and downregulated DEmRNAs in ABBV-075-treated HepG2 cells.**

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S7 Table

**S7 Table. Top 50 significant up- and downregulated DElncRNAs in ABBV-075-treated HepG2 cells.**

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S8 Table

**S8 Table. Top 50 significant up- and downregulated DEmRNAs in BET inhibitor-treated HepG2 cells in common.**

# Supplementary material for: Comprehensive transcriptome profiling of BET inhibitor-treated HepG2 cells
**Source:** PLoS One. 2022 Apr 29;17(4):e0266966. doi: 10.1371/journal.pone.0266966
**Supplement:** S9 Table

**S9 Table. Top 50 significant up- and downregulated DElncRNAs in BET inhibitor-treated HepG2 cells in common.**

How the deposited data were processed for this re-analysis (not part of the article)

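RNA from HepG2 cells was sequenced in 24 libraries, in 8 groups of 3 replicates: DMSO, ABBV-075 at 50 nM, ABBV-744 at a low dose (50 nM) and a high dose (500 nM), interferon gamma (IFNg), and IFNg with each of these inhibitor treatments. The paper gives 12 h for the ABBV-075 treatment; no time was assigned to the other groups, and the dose of IFNg is not known. The article reports the DMSO and ABBV-075 libraries, and the other libraries are used in the closing section, in the correlations at Fig 4B, in the ranges over all libraries and in the fit of all 24 libraries. The libraries of JQ1 and OTX015 were not analysed here.

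The authors depleted ribosomal RNA, made directional libraries, removed adapters and low-quality bases with Trimmomatic and aligned the reads to GRCh38 with STAR. The deposited files hold raw counts of reads per gene symbol, without normalization, in columns for both strands together and for each strand. They have the layout of STAR's own gene counts, which leave out reads that align to several places. Each library is its own file, and the annotation used for counting is not stated in the paper's text. Column 4, the reads on the strand of the gene, was used, and column 2, both strands together, was an alternative.

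Between 23037861 and 28925049 reads per library were in the files. Reads that align to several places made up 56% to 69.4% of them, reads outside genes 14.8% to 25.3%, and reads on genes 12% to 16.8%. The counts on genes ranged from 2978982 to 4304103 per library, with a median of 3462418.5. A group with 3 counts or fewer in every library was treated as being at the floor, and no change was measured between groups that were both at the floor. Of the 26475 symbols, 25076 were paired with GENCODE, 22923 by symbol and 2153 through a RefSeq synonym. A further 938 took only their class from RefSeq, and 223 had no class. A DElncRNA is a gene annotated as a lncRNA, and a DEmRNA is every other gene; counting protein-coding genes only was an alternative.

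Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, libraries were normalized with TMM, and glmQLFit and glmQLFTest (edgeR's quasi-likelihood test) were run on the libraries of the groups compared, without covariates. A gene was past the thresholds with an absolute log2 fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05, as in the article. The standard error of a log2 fold change is its size divided by the square root of the F statistic. ABBV-075 and each dose of ABBV-744 were compared with DMSO, IFNg with DMSO, and each inhibitor with IFNg was compared with IFNg alone. The difference between the ABBV-075 effects with and without IFNg was tested as an interaction over 4 groups. Exact permutation tests of 3 libraries against 3 were two-sided and cannot give a p below 0.1. Log2 CPM used a prior count of 2. Correlations and distances were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, with 100000 resamples, and plots were drawn with matplotlib 3.10.9.

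Alternatives were DESeq2 1.42.0 with default parameters, as in the paper's methods; RLE normalization; library size only; no filter on low counts; at least 10 counts in every library; all 24 libraries in the fit; the replicate number as a block; and each replicate left out in turn. For the correlations a prior count of 0.5, the libraries without IFNg and the removal of replicate means were tried, and for the distances other positions and comparison genes. Chosen after seeing the data were the unstranded counts, a correction for GC content, a correction for gene length, the GC correction with the replicate block, the removal of the 10 genes with the most counts, and the thinning of all libraries compared to equal size. The GC correction subtracts, in each library, a lowess curve (span 0.3) of the log2 CPM deviations on the GC content of each gene's longest transcript, and the length correction does the same with gene length. Genes without a GC value or a length were left uncorrected.

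The fits were tested on simulated data with 200 changed genes, whose simulated changes all lay well past the threshold on the fold change. Without a GC trend, the edgeR fit called 100% of 196 changed genes that were tested and 0 of 10866 unchanged genes. With a GC trend added to one group, it called 614 of 10846 unchanged genes, and with the GC correction 0 of them. The simulation therefore says nothing about genes near the threshold. Its changed genes were drawn without regard to GC content, so it cannot show that the correction spares effects that follow GC content. Genes named in the text are those the paper names, the 3 genes with the largest positive and the 3 with the largest negative log2 fold change in each comparison (past the thresholds, with a mean log2 CPM of at least 1 and groups that do not overlap), and marker genes used to check the labels (HEXIM1 and MYC for the inhibitors, interferon-induced genes for IFNg). Other genes are marked as chosen after their values were seen. Enrichment analyses, IPA networks, viability assays and qRT-PCR were not repeated, because the files hold no data for them.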

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

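Every test of an explanation in this part was chosen after the result it concerns was seen. The comparisons, the thresholds and the rule for naming genes were set before the data were examined. The results below concern libraries of HepG2 cells that the paper does not report on: cells treated with ABBV-744, another BET inhibitor, with interferon gamma (IFNg), or with IFNg and an inhibitor. No batch is given for these libraries. For each comparison of 3 libraries with 3, the real split was set beside the 3 other splits that also part all 3 same-numbered pairs, and 1 of the 4 splits, the real one, gave as many genes past the thresholds. The 6 remaining splits part 1 same-numbered pair and were left out of the share, and each of them gave fewer genes than the real one as well. With 4 splits the share cannot fall under 0.05 whatever the data show, so it counts neither for nor against these comparisons.

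ABBV-744 at 50 nM was followed by 31 genes past the thresholds against DMSO, 10 higher and 21 lower. The increases were led by PCYOX1L (log2 fold change 2.53), BLACAT1 (1.96) and STOML1 (1.89), and the decreases by SCN1A (-2.44), CCAT1 (-2.29) and CLDN2 (-2.17). With DESeq2 3 genes passed; it gave these 6 genes log2 fold changes from -2.47 to 2.59 but no adjusted p. With scaling by library size only, the median log2 fold change of all genes was -0.10 and the share of higher genes fell from 32.3% to 21.9%. Of these genes, 4 of the higher and 18 of the lower ones were also past the thresholds with ABBV-075. The count was 21 with the GC correction (5 of the higher and 13 of the lower genes remained, among them CCAT1 and P2RY8, which had no GC value and were not corrected), 32 with the length correction, 30 without the 10 genes with the most counts and 27 after thinning to equal library size. Spearman's rho of the log2 CPM deviations with GC content across genes was 0.58, 0.7 and 0.55 in the treated libraries. In the DMSO libraries it was 0.33, 0.1 and 0.19. For genes that depend on the correction, GC content and treatment therefore cannot be told apart. HEXIM1 lay above all DMSO libraries in 3 of 3 treated libraries, and MYC lay below all of them in only 2 of 3. Their log2 fold changes were 0.29 and -0.19 (adjusted p = 0.0816 and 0.224 from edgeR's quasi-likelihood test), weak evidence on the labels. That of DHRS2, looked at after its value was seen, was 1.72, from 1.69 to 1.75 with each library left out. This speaks against an exchange with a DMSO library. These genes cannot show an exchange between the doses.

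ABBV-744 at 500 nM was followed by 38 genes past the thresholds, 3 higher and 35 lower, of which 3 and 31 were also past them with ABBV-075. The largest increases were those of DHRS2 (log2 fold change 2.28), EFR3B (1.90) and TMEM175 (1.79). The decreases were led by LCP1 (at least 4.61-fold lower), P2RY8 (-2.62) and LAMA3 (-2.38). With each library left out in turn, the log2 fold change of P2RY8 ranged from -4.68 to -2.04. The count was 42 with the GC correction, where the 3 higher genes and 30 of the lower genes remained, CCAT1 and P2RY8 again uncorrected. It was 40 with the length correction, 35 without the 10 genes with the most counts and 37 after thinning. HEXIM1 was higher and MYC lower in 3 of 3 treated libraries. None of these 4 settings brought either count under 21. A response shared by both BET inhibitors is a candidate explanation, but at either dose the comparison uses the same 3 DMSO libraries as that of ABBV-075, which by itself makes the lists of genes overlap. At 50 nM an exchange with another inhibitor group is not excluded either.

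IFNg alone was followed by 95 genes past the thresholds, 92 higher and 3 lower. EPSTI1, ETV7 and GBP4 were listed at 0 counts in every DMSO library and were at least 38.5-fold, 23.7-fold and 20.1-fold higher. CD36 (at least 3.29-fold lower), BHMT (log2 fold change -1.73) and ITIH1 (-1.68) were the 3 lower genes, and none of the 3 passed with DESeq2. CD36 and ITIH1 also passed in 0 of the 6 fits that each left out a library and did not pass with the replicate block. BHMT passed in 4 of those 6 fits and with the block. With the GC correction CD36 did not pass. The counts were 90 with the GC correction, 94 with the length correction, 95 without the 10 genes with the most counts and 88 after thinning. The 6 interferon marker genes that were tested were higher in every IFNg library than in every DMSO library, against a mislabelled library. The response may be that of the cells to IFNg.

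IFNg with ABBV-075 gave 690 genes past the thresholds against IFNg alone, 270 higher and 420 lower, of which 76 and 260 were also past them with ABBV-075 against DMSO. The largest changes were those of EFR3B (log2 fold change 4.93), SESN3 (2.87), CCDC144NL (2.84), CLDN2 (at least 17.2-fold lower), NUGGC (at least 7.28-fold lower) and AKR1D1 (-5.03). With the GC correction 504 genes passed, and 102 of the higher and 330 of the lower genes remained. The other counts were 638 with the length correction, 689 without the 10 genes with the most counts and 634 after thinning, and HEXIM1 was higher and MYC lower in 3 of 3 treated libraries. The share of higher genes fell from 39.1% to 26.6% with the GC correction. The correlation of the log2 CPM deviations with GC content across genes was 0.16, 0.36 and 0.50 in the IFNg libraries and -0.49, -0.22 and -0.12 in those with ABBV-075, so that GC content and treatment cannot be told apart for the genes that depend on the correction.

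IFNg with ABBV-744 at 50 nM gave 257 genes past the thresholds against IFNg alone, 216 higher and 41 lower, and at 500 nM 234 genes, 143 higher and 91 lower. At 50 nM TEX15 (log2 fold change 2.74), BRCA2 (2.5) and ZNF28 (2.31) rose most, and CLDN2 (-2.67), PRF1 (-2.59) and CD14 (-2.47) fell most. At 500 nM TEX15 (2.54), BRCA2 (2.42) and ZNF449 (2.28) rose most, and PRF1 (at least 6.06-fold lower), CLDN2 (-3.13) and AKR1D1 (-2.85) fell most. GC content may explain most of the higher genes. With the GC correction the counts were 53 and 85, with 15 and 13 of the higher genes remaining, and the shares of higher genes went from 84% to 35.8% at 50 nM and from 61.1% to 18.8% at 500 nM. Of the lower genes 20 and 50 remained. Log2 CPM deviations correlated with GC content across genes in each of the 3 libraries at 50 nM (Spearman's rho -0.65, -0.65 and -0.61), whereas ABBV-744 at 50 nM without IFNg had 0.58, 0.70 and 0.55; genes are not independent replicates. Since the trend follows the groups, GC content and treatment cannot be told apart for genes that depend on the correction. The length correction gave 160 genes at 50 nM, so that gene length also remains an explanation there, and 181 at 500 nM. Without the 10 genes with the most counts 247 and 233 genes passed, and after thinning 251 and 221. HEXIM1 lay above all IFNg libraries in 2 of 3 treated libraries at 50 nM and in 3 of 3 at 500 nM, and MYC lay below them in 3 of 3 at both doses. At 50 nM the log2 fold change of HEXIM1 was 0.09 (adjusted p = 0.565). That of DHRS2 was 1.25 there, from 1.22 to 1.27 with each library left out, which together with the GC trend common to the 3 libraries speaks against an exchange with an IFNg library; an exchange with another inhibitor group is not excluded.

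The effect of ABBV-075 differed with IFNg for 2 of 11530 genes tested as an interaction over 4 groups of 3 libraries, with 775 genes at an unadjusted p under 0.05. Both genes are named here after their values were seen. For IL18BP the interaction was -2.67 (log2, standard error 0.35, adjusted p = 0.00131 from edgeR's quasi-likelihood test), and with each library left out in turn it stayed between -2.89 and -2.48. Its level was 4.67 ± 1.15 CPM with DMSO, 8.14 ± 1.47 with ABBV-075, 31.8 ± 5.43 with IFNg and 8.72 ± 1.97 with both (SD, n = 3 each). For C1S the interaction was -1.66 (standard error 0.22, adjusted p = 0.00131), between -1.78 and -1.52 with each library left out. C1S had 25.8 ± 0.802 CPM with DMSO, 11.6 ± 2.07 with ABBV-075, 125 ± 8.63 with IFNg and 17.9 ± 1.78 with both (SD, n = 3 each). Labels drawn at random within the replicate numbers gave as many genes in 4 of 100 draws, the real one included. Of those draws 2 gave 1328 and 1355 genes. Such draws also mix the effects of ABBV-075 and IFNg themselves, so they cannot decide whether the 2 genes arose by chance. The count was 4 with the GC correction, 2 with the length correction, 2 without the 10 genes with the most counts and 3 after thinning. With the GC correction the interactions were -2.55 and -1.55. The 6 interferon marker genes tested were higher in every library with IFNg than in every library without it, in all 4 groups. The deposited counts are not normalized and leave out reads that align to several places, so the authors' normalization and reads shared between paralogs do not apply. None of the technical explanations tested accounts for the 2 genes, and it is a hypothesis that ABBV-075 may hold down the induction of IL18BP and C1S by IFNg.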

How the results depend on the processing

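The corrections for GC content and gene length, the unstranded counts, the removal of the 10 genes with the most counts and the thinning of libraries were tests chosen after the results were seen. For ABBV-075 against DMSO, the counts of DEmRNAs and DElncRNAs stayed within 1.5 times their values under DESeq2, RLE normalization, library size only, all 24 libraries in the fit and each of the settings chosen later, and downregulated DEmRNAs outnumbered upregulated ones under every setting run. With DESeq2, 117 of the 122 upregulated and 348 of the 359 downregulated genes remained past the thresholds, and with the GC correction 71 and 300 did.

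Without the filter on low counts, there were 178 upregulated and 512 downregulated DEmRNAs and 12 upregulated and 55 downregulated DElncRNAs. With at least 10 counts in every library there were 68, 158, 2 and 1; this minimum also removes genes because the treatment lowered their counts, so the fall in the numbers of lower genes follows in part from the change itself. Of the genes in the S6 and S7 Tables, 28 passed in the fit with filterByExpr, 54 with DESeq2, 78 without a filter and 3 with at least 10 counts in every library. With that minimum 85 in place of 203 transcripts of Module 1 and 23 in place of 43 of Module 2 passed. Without a filter, the numbers of genes were 59 for ABBV-744 at 50 nM, 86 at 500 nM, 1037 for IFNg with ABBV-075, 390 and 373 for IFNg with ABBV-744 at 50 and 500 nM, and 8 for the interaction. With at least 10 counts in every library they were 4 for ABBV-744 at 50 nM, 6 at 500 nM, 56 for IFNg, 398 for IFNg with ABBV-075 and 153 for IFNg with ABBV-744 at 500 nM. DESeq2 gave 3 genes for ABBV-744 at 50 nM and 5 for the interaction. For the 6 leading genes of ABBV-744 at 50 nM DESeq2 gave no adjusted p, with log2 fold changes close to those of edgeR. There its adjusted p was missing for genes with fewer counts, such as NFE2 and OSBP2, and present for GPAM and NR1H4, with more. The 3 genes are therefore not a count over all genes that edgeR tested. The cause of the difference for the interaction was not tested.

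The GC correction gave 53 and 85 genes for IFNg with ABBV-744 at 50 and 500 nM and 4 for the interaction. Together with the replicate block it gave 53, 82 and 6, and the length correction gave 160 genes for IFNg with ABBV-744 at 50 nM. With the replicate block alone there were 106 upregulated and 344 downregulated DEmRNAs and 7 and 18 DElncRNAs for ABBV-075. In the order of the comparisons above (ABBV-744 at 50 and 500 nM, IFNg, IFNg with ABBV-075, IFNg with ABBV-744 at 50 and 500 nM, interaction) the block gave 31, 38, 91, 684, 256, 233 and 2 genes.

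Across the fits that each left out one library, upregulated DEmRNAs numbered from 89 to 224 with ABBV-075, genes past the thresholds from 27 to 50 with ABBV-744 at 50 nM and from 45 to 70 at 500 nM, and those of the interaction from 2 to 11. With 3 libraries per group, leaving one out also changes which genes have enough counts to be tested.

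Among 55 gene results of the ABBV-075 comparison, 48 kept direction and side of the thresholds under every setting that gave them a value. Genes lowered to few counts, such as SLC17A2, had no value with at least 10 counts required in every library. Of the remaining results, 3 were weaker and 3 stronger under some settings, and SMARCA4 reversed. Its log2 fold change of -0.06 was 0.08 with the GC correction, with and without the block, and from -0.11 to 0 with each library left out. In the other comparisons 41 of 56 gene results were the same wherever they had a value, 14 were weaker under some settings and 1 reversed. This was HEXIM1 with IFNg and ABBV-744 at 50 nM, which ranged from -0.02 to 0.23 with each library left out.

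In the 12 libraries without IFNg, Pearson's r within treatments was 0.06 for NEAT1 and DHRS2 (-0.12 in all 24 libraries), -0.38 for CCNT2-AS1 and PDE6D (0.04 in all) and 0 for CCNT2-AS1 and NANOS1 (0.37 in all). With replicate-number means also removed, r was -0.02 for CCNT2-AS1 and PDE6D. A prior count of 0.5 left the direction of the 3 correlations as it was. By the median, the common DElncRNAs lay nearer to start sites than other lncRNA genes. With lncRNA genes that pass filterByExpr as the comparison, the median distance of the common DElncRNAs to the nearest protein-coding TSS was 20277.5 bp longer. The filter was applied to the comparison genes alone, so that comparison is not one of like with like. The cause of these changes was not tested.

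Low counts kept many lncRNAs out of the tests. In the fit with filterByExpr 346 lncRNAs were tested against 1364 without a filter. A gene below a filter has no value under that setting.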

Differences from the paper's values

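The paper reports 188 upregulated and 605 downregulated DEmRNAs and 36 upregulated and 80 downregulated DElncRNAs with ABBV-075, against 115, 341, 7 and 18 here. The paper does not say which of its deposited series holds the DMSO libraries that it compared with ABBV-075, so it is not known whether its values come from the DMSO libraries used here. Of the alternatives set before the data were examined, the number of upregulated DEmRNAs came within 1.5 times the paper's with DESeq2 (134), without a filter on low counts (178), with all 24 libraries in the fit (132), without DMSO replicate 1, 2 or 3 (130, 140 and 149) and without ABBV-075 replicate 2 or 3 (128 and 224). The number of downregulated DEmRNAs did so without a filter (512) and without ABBV-075 replicate 3 (438), and that of downregulated DElncRNAs without a filter (55). No alternative closed the gap for upregulated DElncRNAs. Of the 36 upregulated DElncRNAs that the paper lists, 12 were in the files, and of the 50 downregulated ones listed, 22 were. The remaining listed lncRNAs could not be called under any alternative, so the DElncRNA counts cover unlike sets of lncRNAs. The remaining alternatives, RLE normalization, library size only, at least 10 counts in every library, the replicate block and protein-coding genes only, closed none of these gaps.

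Against the paper's supplementary tables, the log2 fold change was -3.83 for NR1H4 (the paper's -5.7), -2.79 for IL1RN (the paper's -4), -4.45 for TAT (the paper's -5.4), 2.23 for NEAT1 (the paper's 2.7), 1.61 for CCNT2-AS1 (the paper's 2.3), -3.39 for TRIM50 (the paper's -4.1), -1.45 for HAGLR (the paper's -2.7), -1.31 for LINC00261 (the paper's -2.3), 4.22 for EFR3B (the paper's 5.4) and 2.86 for PLIN5 (the paper's 3.5). None of the alternatives set before the data were examined closed these gaps. For SLC17A2 the value was -5.7 (the paper's -6.4), and DESeq2 closed the gap with -6.02 while the other alternatives did not. SLC17A2 and TAT were at the floor with ABBV-075, at least 7.04-fold and 5.1-fold lower, and the log2 fold change of SLC17A2 ranged from -7.61 to -5.28 with each library left out, so that for these genes only the lower bounds can be read and an open or closed gap shows nothing more. For PART1 the value was -2.21 (the paper's -2.6), and the fit without DMSO replicate 1 was the only one of those alternatives to close the gap, with -2.34. The GC correction (-2.36), the length correction (-2.33) and the thinning to equal library sizes (-2.34), chosen after seeing the values, also brought PART1 within the error. The standard errors of the log2 fold changes here were 0.64 for SLC17A2, 0.57 for TAT, 0.34 for PLIN5 and 0.27 for PART1. The open gaps of these genes are not far above these errors and are not clear differences.

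For the genes of Fig 5C, the log2 fold change was -2.66 for SLC2A2 (the paper's about -3.6 in Fig 5C, read by eye), -2.21 for CPB2 (about -3.5 in Fig 5C, read by eye), -2.22 for SLC6A9 (about -3.3 in Fig 5C, read by eye), -2.28 for HSD17B2 (about -3.2 in Fig 5C, read by eye), -2.31 for SLC30A10 (about -3.2 in Fig 5C, read by eye) and -2.37 for SCN1A (about -3 in Fig 5C, read by eye), and no alternative set before the data were examined closed these gaps. SCN1A came within the error with the GC correction (-2.74), the GC correction with the replicate block (-2.78) and the length correction (-2.69), all chosen after seeing the values. For AREG it was -2.53 (the paper's about -3.2 in Fig 5C, read by eye). That gap was closed without DMSO replicate 2 (-2.74), ABBV-075 replicate 2 (-2.78) or ABBV-075 replicate 3 (-2.65) and by no other of those alternatives. The error of reading values by eye was not counted when gaps were called open or closed, here and in the paragraphs that follow. A small gap to a value read by eye is therefore not a clear difference.

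For the genes of Figs 6B and 7B it was -2.68 for VAV3 (the paper's about -3.7 in Fig 6B, read by eye), -1.86 for PSMB8 (about -3 in Fig 6B, read by eye), -2.77 for FCGBP (about -3.8 in Fig 7B, read by eye) and -2.64 for GPD1 (about -3.5 in Fig 7B, read by eye), with no gap closed by any alternative. For ADGRG3 it was -1.83 (the paper's about -2.8 in Fig 6B, read by eye), closed without ABBV-075 replicate 2 (-2.34) alone. For ADH4 it was -3.03 (the paper's about -3.4 in Fig 7B, read by eye), closed without DMSO replicate 2 (-3.16) or ABBV-075 replicate 2 (-3.17) and by no other alternative set before the data were examined. The GC correction (-3.3), the GC correction with the replicate block (-3.28) and the thinning to equal library sizes (-3.09), chosen after seeing the values, also closed it.

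For the genes of Figs 8B and 9C it was -3.2 for LIF (the paper's about -2.7 in Fig 8B, read by eye), -0.90 for CD9 (about -2.3 in Fig 8B, read by eye), -1.47 for ANXA2 (about -2.1 in Fig 8B, read by eye), 1.62 for PDE6D (about 2 in Fig 9C, read by eye) and 1.41 for HEXIM1 (about 1.8 in Fig 9C, read by eye), with no gap closed by any alternative. For ST6GAL1 it was -2.33 (the paper's about -2.5 in Fig 8B, read by eye), closed without ABBV-075 replicate 3 (-2.40) alone among the alternatives set before the data were examined, and with the length correction (-2.41), which was chosen after seeing the values. For CCN2 it was 1.69 (the paper's about 2 in Fig 9C, read by eye), which no alternative set before the data were examined closed; the GC correction (1.82), with or without the replicate block, and the length correction (1.8), chosen after seeing the values, did.

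The paper lists several transcripts as differentially expressed with ABBV-075 that were not past the thresholds here. TUBB1, PAK1 and LINC01146 were below the count filter and passed with DESeq2, without a filter and with all 24 libraries in the fit. TUBB1 also passed without DMSO replicate 1, PAK1 without DMSO replicate 3 and LINC01146 without DMSO replicate 2, and all 3 genes passed without ABBV-075 replicate 1, 2 or 3. CASC19 passed with DESeq2 and without a filter. LINC00242 passed without a filter and without DMSO replicate 1, DMSO replicate 2 or ABBV-075 replicate 1, and PRR7-AS1 passed without a filter. HAGLR passed without ABBV-075 replicate 2, and with the length correction, chosen after seeing the values. ANXA2 passed without DMSO replicate 3 or ABBV-075 replicate 3, and ANXA2 and HEXIM1 passed with the GC correction, with and without the block, which was chosen after seeing the values. CD9, LINC00261, NANOS1 (log2 fold change 1.27) and CPB2-AS1 passed under no setting run. LINC00910, which the paper lists among the upregulated lncRNAs, had 0 to 1 counts in each DMSO and ABBV-075 library, and its unfiltered log2 fold change was 0.12 (standard error 1.93). AL354743.2, LINC02535 and MIR3142HG are not among the symbols in the files. The paper places the DElncRNAs near start sites of genes with GREAT, which was not repeated, and the distance used here is a simpler measure. By it, their median of 35672.5 bp was not shorter than that of other lncRNA genes by more than chance (permutation test, p = 0.588). Against lncRNA genes that pass filterByExpr (median 15395 bp) they lay farther away (two-sided permutation test, p = 0.00362). That filter was applied to the comparison genes alone.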

Other observations

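Every test in this part was chosen after the result it concerns had been seen. For the counts with ABBV-075 against DMSO (upregulated and downregulated DEmRNAs and DElncRNAs, the genes of the S6 and S7 Tables, and the transcripts of both modules), the real split gave the only count as large, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs. With 4 splits the share cannot fall under 0.05 whatever the data show. IFNg with ABBV-075 against IFNg shares no library with this comparison, and 76 of the 122 upregulated and 260 of the 359 downregulated genes were past the thresholds there in the same direction.

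Without ABBV-075 replicate 3 there were 230 upregulated genes in place of 122, and GC content may explain the rise. Across genes, Spearman's rho between GC content and the log2 CPM deviation was -0.56 and -0.36 in ABBV-075 replicates 1 and 2 and 0.20 in replicate 3, and 0.33, 0.10 and 0.19 in the DMSO libraries; genes are not independent replicates. With the GC correction 99 genes were upregulated in the 6 libraries and 116 without replicate 3, against 90 and 97 without replicates 1 and 2.

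Genes past the thresholds with ABBV-075 against DMSO also moved in the same direction with ABBV-744 in the presence of IFNg, in libraries that share none with the ABBV-075 comparison. Of 422 such genes tested with IFNg and ABBV-744 at 50 nM against IFNg, 94.5% moved in the ABBV-075 direction, with a median of 0.82 on the log2 scale. In 10000 random lists of genes matched for expression the median was 0.21 to 0.45. With the GC correction 92.2% did, with a median of 0.63 (lists 0.11 to 0.28). At 500 nM 97.8% of 417 genes moved in that direction, and with the GC correction 96.2%, with a median of 0.87 (lists 0.15 to 0.34). GC content, measured by this correction, did not remove the pattern, and a response shared by both inhibitors is a candidate explanation.

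It was also tested whether ABBV-075 weakens the response to IFNg of induced genes as a set. The genes were 104 of the 108 that rose with IFNg and ABBV-744 at 50 nM against ABBV-744 at 50 nM alone, a comparison that shares no library with the interaction. Their median interaction was 0.29 on the log2 scale, above the range of 10000 random lists (-0.17 to 0.12), and 0.34 with the GC correction (lists -0.13 to 0.16). Of the genes 40.4% had a negative interaction. Because the set was chosen for rising with IFNg in the presence of a BET inhibitor, it leaves out genes whose induction such an inhibitor blocks, so that this test cannot show whether ABBV-075 weakens the response.

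In the ABBV-075 libraries MYC had a log2 fold change of -0.73 and E2F2 of -0.88, neither past the threshold on the fold change. ASIC1 was at -0.61 (adjusted p = 0.22) and SMARCA4 at -0.06 (adjusted p = 0.762), and SSTR5 had 1 to 7 counts per DMSO library and 0 to 1 with ABBV-075. SSTR5 was past the thresholds with unstranded counts.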
